# Reversal of neuronal tau pathology via adiponectin receptor activation

**DOI:** 10.1038/s42003-024-07391-z

**Published:** 2025-01-04

**Authors:** Eric R. McGregor, Danny J. Lasky, Olivia J. Rippentrop, Josef P. Clark, Samantha Wright, Mathew V. Jones, Rozalyn M. Anderson

**Keywords:** Energy metabolism, Excitability, Autophagy, Mechanisms of disease, Transcriptomics

## Abstract

Changes in brain mitochondrial metabolism are coincident with functional decline; however, direct links between the two have not been established. Here, we show that mitochondrial targeting via the adiponectin receptor activator AdipoRon (AR) clears neurofibrillary tangles (NFTs) and rescues neuronal tauopathy-associated defects. AR reduced levels of phospho-tau and lowered NFT burden by a mechanism involving the energy-sensing kinase AMPK and the growth-sensing kinase GSK3b. The transcriptional response to AR included broad metabolic and functional pathways. Induction of lysosomal pathways involved activation of LC3 and p62, and restoration of neuronal outgrowth required the stress-responsive kinase JNK. Negative consequences of NFTs on mitochondrial activity, ATP production, and lipid stores were corrected. Defects in electrophysiological measures (e.g., resting potential, resistance, spiking profiles) were also corrected. These findings reveal a network linking mitochondrial function, cellular maintenance processes, and electrical aspects of neuronal function that can be targeted via adiponectin receptor activation.

## Abstract (web summary)

Activation of adiponectin receptor signaling in tauopathy-prone primary neurons clears tangles through activation of lysosomes and rescues mitochondrial energetics, lipid storage disorder, neurite outgrowth, and electrophysiological defects

## Introduction

The specific mechanisms for cognitive decline and dementia associated with Alzheimer’s disease (AD) remain unclear; however, the loss in cognitive performance is more strongly correlated with neurofibrillary tangles (NFT) than with amyloid-beta (Aβ) plaques^1,2^. NFTs are composed of aberrant hyper-phosphorylated tau aggregates, a microtubule-associated protein encoded by the MAPT gene. Ordinarily, tau plays a key role in neuronal structure and trafficking of cargo along axons^3,4^. NFTs also accumulate in other neurodegenerative diseases, such as frontotemporal dementia, Parkinson’s disease, and chronic traumatic encephalopathy, so mechanisms underlying NFT formation and interventions for NFT clearance would have broad clinical significance.

Disruptions in metabolic pathways are coincident with the development of AD pathology, whether spontaneous or engineered^5,6^. Adverse changes in mitochondrial energetics have been linked to tauopathy^7–10^, and disruption in mitochondrial morphology, proteomics, interactome, and mitophagy have been reported in various tauopathy mouse models^11–14^. Mitochondrial dysfunction is a hallmark of the aging process and may play a causal role in the increase in risk for neurodegenerative disease onset as a function of age. The idea that preserving mitochondrial function might be effective in blunting pathology and improving neural function is gaining traction^15,16^, although precisely how this might be accomplished remains to be shown.

One potential therapeutic target for activating mitochondrial metabolism is adiponectin receptor agonism. Adiponectin is a highly abundant 30 kDa peptide hormone secreted by adipose tissue that regulates metabolism in its target tissues, increasing mitochondrial activity and fatty acid oxidation, and is associated with systemic insulin sensitivity^17,18^. Adiponectin counters metabolic defects linked to obesity^19^, is linked to preserved healthspan in normative aging^20^, and is upregulated by the longevity-promoting intervention of caloric restriction^21,22^. Adiponectin signaling occurs through adiponectin receptors 1 and 2 (AdipoR1/2), with a poorly understood contribution from the T cadherin receptor^23^. AdipoRs are expressed in the brain^24^, and recent studies suggest that neuronal AdipoR activation may be neuroprotective in the context of diabetes and stroke^25,26^. AdipoRon (AR) is a nonselective adiponectin receptor agonist that binds to both AdipoR1/2^27^ and has been shown to promote aggregate clearance in models of AD^28,29^. The present study aimed to investigate the interactions between disease pathology, neuronal function, and neuronal metabolism.

## Results

### AdipoRon clears phosphorylated Tau and NFT via AMPK and GSK3b

Primary neurons carrying prion promoter-driven hTauP301S cDNA accumulate phosphorylated Tau and form neurofibrillary tangles, a process that is further augmented by seeding with pre-formed Tau fibrils (PFF). Isolated primary neurons from P0 neonate hTau P301S mouse pups (Fig. S1) were seeded with PFF^30^ on day seven and cultured for an additional 18–22 days to induce hyperphosphorylated Tau neurofibrillary tangles (NFT) (Fig. 1A, upper panels). In brains from tauopathy mice, modest differences in AdipoR expression have been reported, but the impact is age, strain, and brain region-specific (Fig. S1). The abundance of transcripts of AdipoR1, but not AdipoR2, appeared numerically lower in Tau neurons compared to WT, although this did not reach statistical significance (Fig. S1). 

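Transcript abundance in Fig. S1D came from RNA sequencing of primary cortical neurons, WT or Tau, treated for 24 h with AdipoRon or with its vehicle DMSO. In the authors' deposited table of Tau against WT neurons with DMSO, the log2 fold change of Adipor1 was -0.08, with a 95% confidence interval from -0.51 to 0.35 recovered from its likelihood ratio. For Adipor2, the authors' deposited table gives a log2 fold change of 0.02 (95% confidence interval from -0.54 to 0.57). Neither receptor had an unadjusted p under 0.05 in the authors' edgeR likelihood-ratio test. With that test's p-values adjusted over the list alone (these 2 genes, Benjamini-Hochberg), both had an adjusted p of 0.946, and 0 passed 0.05, as over all genes tested.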

With AR treatment, AdipoR1 expression in tau neurons was significantly higher than DMSO-treated controls and restored to WT levels (Fig. S1). 

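The log2 fold change of Adipor1 with AdipoRon in Tau neurons was 0.16 in the authors' deposited table, which is 11.9% above DMSO, and its recovered 95% confidence interval ran from -0.34 to 0.66. In WT neurons, the authors' deposited table gives Adipor1 a log2 fold change of 0.09 with AdipoRon (95% confidence interval from -0.27 to 0.45). Adipor2 had a log2 fold change of -0.03 in Tau and 0.06 in WT neurons with AdipoRon in the authors' deposited tables. When the p-values of the authors' edgeR likelihood-ratio test were adjusted over the list alone (the 2 receptors), the adjusted p was 0.917 in Tau and 0.7999 in WT neurons for both genes. The caption of Fig. S1 names a t-test or ANOVA, so the paper's call may come from another test than edgeR. The response of Adipor1 to AdipoRon differed between the genotypes by 0.07 (standard error 0.31, unadjusted p = 0.827 in a z test of the difference). No table compares AdipoRon-treated Tau neurons with DMSO-treated WT neurons. Adding the log2 fold changes of 2 comparisons put Adipor1 at 0.08 and Adipor2 at -0.01 through Tau neurons with DMSO, and at 0.07 and -0.03 through WT neurons with AdipoRon.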

Treatment with AR (10 μM) for 24 h significantly reduced levels of Tau phosphorylated at S202/T205 as detected by immunofluorescence (Fig.1A, left panels) or by western blot and dot blot (Fig. S1). Furthermore, lower levels of total NFT were detected using a tangle-specific antibody (Fig. 1A, right panels)^31^. The best-characterized mediator of adiponectin signaling is AMPK, which is thought to become activated downstream of AdipoR1/2 ligand binding^18^, although most evidence comes from non-neuronal cell types. Treatment with AMPK inhibitor Compound C (8 μM) blunted the clearance of hyperphosphorylated Tau and NFT in seeded neurons, indicating that reversal of Tau pathology via AR is AMPK-dependent (Fig. 1A, lower panels). An alternate inhibitor of AMPK, BAY3827 (1 μM), yielded the same outcome (Fig. S1). These data suggest a role for AMPK but do not reveal if it is specifically activated in response to AR in primary neurons. Intracellular signaling by phosphorylation tends to be rapid and transient, prompting an investigation over a shorter timeframe. Seeded primary neurons were treated for 10 min with 10 μM AR or DMSO control, at which time significantly greater activating phosphorylation at S172 was detected (Fig. 1B). Total AMPK was not significantly different in either treated or control neurons over this same time frame (Figs. 1B and S2).

**Fig. 1:**
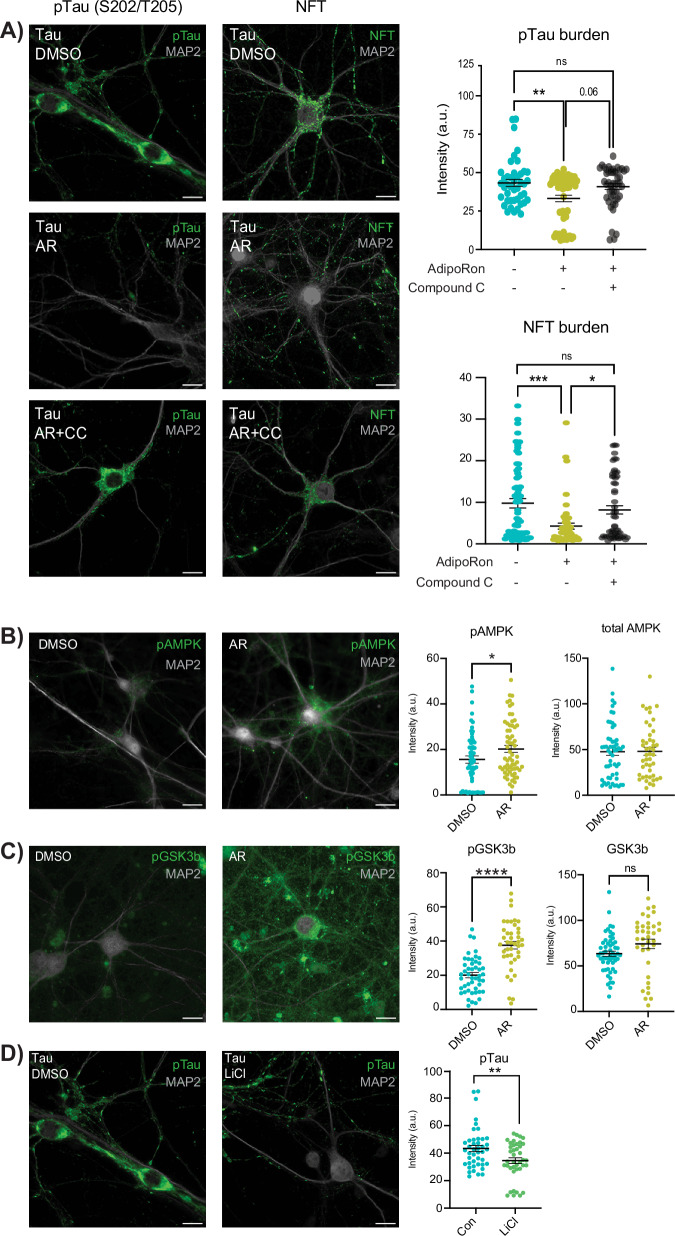
AdipoRon clears phosphorylated tau and NFT via AMPK and GSK3b. **A** Immunofluorescence of phosphorylated Tau (pTau) at S202/T205 and NFT (MC-1 antibody) in Tau neurons following 24-h treatment with 10 μM AdipoRon ± 8 μM AMPK inhibitor Compound C (pTau: *n* = 6 mice, *n* = 43–58 neurons per treatment; NFT: *n* = 8 mice, *n* = 53–79 neurons per treatment), quantification of immunofluorescence images above; one-way ANOVA with Tukey’s multiple comparison’s test, scale bar 15 μm. **B** Immunofluorescence detection and quantification of phosphorylated AMPK and total AMPK in individual Tau neurons following 10-min treatment with 10 μM AdipoRon (pAMPK: *n* = 5 mice, *n* = 57–63 neurons per treatment; total AMPK: *n* = 3 mice, *n* = 44–56 neurons per treatment); Student’s *t*-test with Welch’s correction. **C** Immunofluorescence detection and quantification of phosphorylated GSK3b and total GSK3b in Tau neurons following 10-min treatment with 10 μM AdipoRon (pGSK3b: *n* = 5 mice, *n* = 42–47 neurons per treatment; total GSK3b: *n* = 5 mice, *n* = 37–55 neurons per treatment), Student’s *t*-test with Welch’s correction. **D** Immunofluorescence detection of pTau after 24-h treatment with 15 mM LiCl (*n* = 6 mice; *n* = 40–43 neurons per treatment). Data shown as mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

AMPK is not known to be directly involved in Tau phosphorylation; however, a strong candidate is the established Tau kinase GSK3b (glycogen synthase kinase 3 beta). NFT accumulation has been shown to lead to increased acetylation of GSK3b, modulating its activity and creating a feedforward cycle^32^. Prior independent studies have suggested that it might also play a role in adiponectin signaling^33,34^, and GSK3b is known to be directly inhibited by AMPK^35,36^. Tau neurons treated with AR for 10 min contained significantly greater inhibitory phosphorylation of GSK3b at the Ser9 residue (Fig. 1C), while total GSK3b remained unchanged (Fig. S2). To confirm prior reports that GSK3b inhibition directly leads to a lower level of phosphorylated Tau, Tau neurons were treated with 15 mM lithium chloride (LiCl), a well-documented GSK3b inhibitor. Within 24 h of LiCl treatment, phosphorylated Tau (S202/T205) was significantly lower, indicating that GSK3b inhibition is sufficient to reverse Tau modification in primary neurons (Fig. 1D). These data place AMPK and GSK3b downstream of AR in clearing the aggregate-prone Tau from pre-seeded primary neurons and show that NFT formation is dynamic and reversible via activation of adiponectin signaling.

### Neuronal transcriptional response to AdipoRon extends beyond metabolic regulation

Initially, AR was developed to correct defects in metabolism linked to obesity^27^; however, changes in metabolism can have broad cellular effects^37^. To gain insight into the impact of NFT burden and the response to AR, transcriptional profiling was conducted via RNAseq. 

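Primary cortical neurons were prepared from newborn WT pups and from pups carrying hTau P301S, a mutant human tau that forms tangles. The transgenic neurons were seeded with pre-formed fibrils on day 7 and cultured for 18 more days, and cultures then received AdipoRon or its vehicle DMSO for 24 h. The methods describe seeding for transgenic neurons, while the results also speak of WT neurons after seeding, so whether WT neurons were seeded is not settled. If they were not, comparisons of Tau with WT neurons cannot separate genotype from seeding. The paper's rule of repeated independent sessions leaves out the RNA-seq. The dose of AdipoRon was 10 μM in the paper and in the sample tags, and 10 mM in the protocol text deposited with the samples. Polyadenylated RNA was sequenced from 21 cultures, of which 5 were Tau with DMSO, 5 Tau with AdipoRon, 5 WT with DMSO and 6 WT with AdipoRon. According to the reporting summary, one animal gave samples to each treatment. Values per culture were not used here, so cultures of one animal could not be paired and the depth per culture is unknown beyond the reads the paper states. The 4 deposited tables compare Tau with WT neurons under DMSO, Tau with WT neurons under AdipoRon, and AdipoRon with DMSO within each genotype, over 19811 to 21378 genes. For each gene the authors give a log2 fold change, the mean expression as log2 CPM (edgeR's scale of counts relative to library size), a likelihood ratio from edgeR's generalized linear model, its p-value and a false discovery rate.

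From these tables, p-values were recomputed from the likelihood ratios (chi-square with 1 degree of freedom) and adjusted by the Benjamini-Hochberg method, and the calls at an adjusted p under 0.05 were the authors' calls for every gene. A standard error was recovered for each gene as its log2 fold change divided by the square root of its likelihood ratio. It is approximate, since edgeR's fold changes contain a prior count that pulls those of scarce transcripts toward 0. Among genes with a log2 CPM over 4, the median standard error was 0.255 for AdipoRon in Tau neurons, 0.180 for AdipoRon in WT neurons, 0.224 for Tau against WT with DMSO and 0.208 for Tau against WT with AdipoRon. The 4 comparisons close as they should on 19399 genes, since going from DMSO to AdipoRon and from WT to Tau by either route gave log2 fold changes that differed by -0.0188 on average (SD 0.0041 across genes). The difference between the AdipoRon responses of Tau and WT neurons was tested for each gene as a z score from both standard errors. Lists of genes were tested by preranked enrichment with fgsea, with genes ranked by the signed square root of the likelihood ratio. Scaling of the standard errors, the correlation between genes that a list test presets, the threshold and the minimum expression of a gene are choices that change these numbers.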

RNA was extracted from WT and P301S neurons 18 days post-PFF seeding and following 24-h treatment with 10 μM AR. Almost 1.6 billion sequencing reads were detected (~78 million reads per sample), trimmed, and aligned to the GRCm39 mouse genome, yielding ~42,000 transcripts from 20,000 unique genes. 

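The methods name the mm10 genome with the STAR aligner and RSEM, while the tables are named after Rsubread and edgeR. The build behind the counts could therefore not be settled, and no genome positions are given here. Each of the 4 tables lists between 666 and 795 genes without an Entrez identifier. Mean expression ranged from a log2 CPM of -3.11 to 14.1 over the tables, and 9659 to 9779 genes per table had a log2 CPM over 4.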

Differential expression analysis was conducted among the four groups (WT and Tau, with or without AR). Consistent with prior reports, the transcriptional response to the presence of NFTs was negligible^38,39^. 

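Between Tau and WT neurons with DMSO, 250 of 19811 genes had an unadjusted p under 0.05 in the authors' edgeR likelihood-ratio test, where 991 would be expected if no gene changed. After Benjamini-Hochberg adjustment of that test, 1 gene passed 0.05. The p-values lay above a uniform distribution, with a median likelihood ratio at 0.206 of the chi-square median. Log2 fold changes of genes with a log2 CPM over 4 had a robust SD of 0.0764 across genes, which is 0.342 of their median standard error. The count moved most when every z score was divided by the robust SD of all z scores (0.454). This scaling was chosen after seeing the data and takes most genes as unchanged, and it gave 953 genes. Of 32 lists of pathway, receptor and channel genes, 13 passed an adjusted p of 0.05 in fgsea, 2 higher and 11 lower in Tau neurons. With cameraPR, which presets the correlation between genes, 12 lists passed at a correlation of 0.01 and 1 passed at 0.05. Which of these calls hold under fry or an estimated correlation could not be tested without values per sample.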

Only one gene, Gbp2b (guanylate binding protein 2b), was differentially expressed between Tau and WT neurons and increased 6-fold. 

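Gbp2b had a log2 fold change of 6.07 (recovered standard error 0.75) in the authors' deposited table of Tau against WT neurons with DMSO, which is a 67.0-fold difference. Its adjusted p was 7.9e-12 in the authors' edgeR likelihood-ratio test, with Benjamini-Hochberg adjustment recomputed over all genes. The mean log2 CPM of Gbp2b in the authors' deposited table was 1.68, so the fitted fold rests on few reads in WT neurons and depends on the prior count. With AdipoRon in both genotypes, the authors' deposited table puts Gbp2b at a log2 fold change of 4.53 in Tau against WT neurons (standard error 0.65, false discovery rate 4.9e-08, edgeR). AdipoRon changed Gbp2b in Tau neurons by -0.19 (log2, standard error 0.67) in the authors' deposited table, and its response in WT neurons was not analysed here. Of the 556 windows of 50 bases along its canonical transcript, 8 were found elsewhere in the genome, so few of its reads could be shared with related guanylate binding protein genes.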

Gbp3b is a regulator of inflammatory responses previously associated with neuronal death in response to traumatic injury^40^.

In contrast, transcripts from 138 genes were differentially expressed between the treatment groups (AR vs. control) for Tau neurons (FDR < 0.05) (Fig. S3, Table S1). 

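Of 20294 genes tested in Tau neurons, 971 had an unadjusted p under 0.05 in the authors' edgeR likelihood-ratio test, where 1015 would be expected by chance. Recomputed Benjamini-Hochberg adjustment of this test left 138 genes under 0.05, 36 higher and 102 lower with AdipoRon, so 73.9% of them fell. Restriction to genes above the median of mean expression, with the adjustment repeated, left 43. Dividing the z scores by their robust SD of 0.702, a scaling chosen after seeing the data, gave 710.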

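With AdipoRon, 2230 of the 21378 genes tested in WT neurons had an unadjusted p under 0.05 in the authors' edgeR likelihood-ratio test. Benjamini-Hochberg adjustment of that test left 656 genes, 213 higher and 443 lower. Both genotypes were tested for 19890 genes, and 137 passed the threshold in both (Fisher's exact test, only for a greater overlap, p = 1.4e-214, odds ratio 5771). All 137 moved in one direction in both genotypes, 36 up and 101 down. Itprid1 passed in Tau neurons alone, with a log2 fold change of -1.78 in Tau and -1.49 in WT neurons and false discovery rates of 0.035 and 0.062 (edgeR) in the authors' deposited tables.

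Of the 656 genes called in WT neurons, 595 were tested in Tau neurons, and 568 of these moved in the same direction there. The ratio of the log2 fold change in Tau to that in WT had a median of 0.970 over these 595 genes, while the median standard error was 0.449 in Tau and 0.316 in WT neurons. Over all 19890 genes, the AdipoRon responses of the genotypes correlated at r = 0.804 (Spearman 0.701), and at r = 0.917 among the 9599 genes with a log2 CPM over 4. This is 1 of 6 relations computed between the 4 comparisons, it is across genes, and genes are not independent replicates. The AdipoRon comparisons share no culture, and simulated groups, unchanged and independent, gave a mean r of 3.7e-04 (SD 0.0075). The genotypes' responses differed past an adjusted p of 0.05 (z test of the difference, Benjamini-Hochberg) for 0 genes, and 183 had an unadjusted p under 0.05, where 995 would be expected. The smallest adjusted p of this z test was 0.251. Dividing these z scores by their robust SD of 0.314, a scaling chosen after seeing the data, gave 873 genes.

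**Figure D1:**
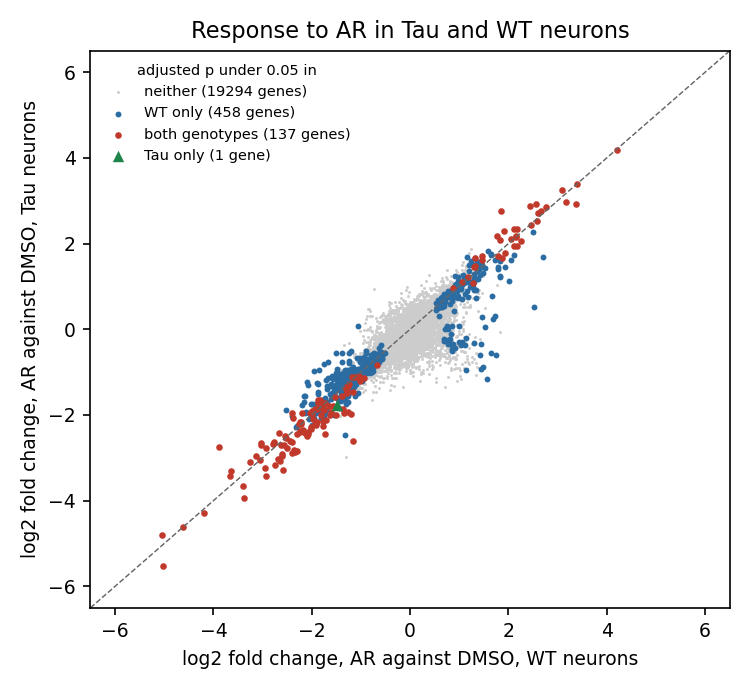
Log2 fold change with AdipoRon against DMSO in WT neurons (horizontal axis) and Tau neurons (vertical axis), with each point a gene tested in both genotypes and the dashed line marking equal values. Colours mark the genes with an adjusted p under 0.05 in both genotypes, in one of them or in neither.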

A greater number of significantly differentially expressed genes were detected in AR-treated WT neurons, 656 genes, including 137 of those detected in the Tau neurons for which the directionality of change was conserved (Fig. S3). 

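Nptx2, which encodes neuronal pentraxin 2, had the smallest p of all genes with AdipoRon in both genotypes, with a log2 fold change of -3.93 (standard error 0.44) in Tau and -3.38 (0.30) in WT neurons in the authors' deposited tables. For the potassium channel gene Kcnv1, the authors' deposited tables give -3.65 (0.55) and -3.40 (0.35) in the same order. Chrnb3, a subunit of nicotinic receptors, had -5.52 (0.90) and -5.02 (0.58), and Adcyap1 had -4.62 (0.88) and -4.62 (0.46) in the authors' deposited tables. The falls of Lyve1 (-4.29 and -4.19) and Sost (-3.42 and -3.67) were of similar size in both of the authors' deposited tables. False discovery rates from edgeR for these 6 genes in the authors' deposited tables lay between 9.9e-15 (Nptx2) and 2.2e-04 (Lyve1) in Tau neurons, and between 2.2e-25 (Nptx2) and 1.1e-09 (Sost) in WT neurons. The difference between the genotypes was under its standard error for each of these genes except Nptx2, at -0.55 (standard error 0.53, unadjusted p = 0.305 in the z test of the difference). Ucn had a log2 fold change of -3.94 (0.48) in WT neurons in the authors' deposited table and was not analysed here in Tau neurons. Pbp2 and Pdcd1 were not analysed here. The largest rise in both of the authors' deposited tables among shared genes was that of Nhlh1, a neuronal transcription factor gene, at 4.19 (0.72) in Tau and 4.21 (0.56) in WT neurons.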

Top AR-responsive genes were dispersed among cellular functions and included Nptx2 (synaptic communication), Kcnv1 (potassium channel), Sost (Wnt Inhibitor), Ucn (Dopaminergic neuron differentiation), Lyve1 (Membrane glycoprotein), Adcyap1 (Stress response), Pbp2 (MAPK cascade antagonist), Pdcd1 (Immune), and Chrnb3 (cholinergic receptor) (Fig. S3; Table S1). These data show that the impact of AR extends beyond metabolic modulation and suggest that broader aspects of neuronal function were harnessed downstream of adiponectin receptor activation.

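The 137 genes past the threshold in both genotypes had a median absolute log2 fold change of 2.21 in Tau and 2.11 in WT neurons. Ppargc1a, which encodes the metabolic regulator PGC-1a, had a log2 fold change with AdipoRon of -0.35 (standard error 0.29) in Tau and -0.51 (0.22) in WT neurons in the authors' deposited tables, past an adjusted p of 0.05 (edgeR) in neither. From the spread of the top AdipoRon-responsive genes over cellular functions, the paper concludes that AdipoRon acts beyond metabolic modulation, and it proposes that broader aspects of neuronal function respond downstream of the receptors.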

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis via gene-set enrichment analysis (GSEA) identified AR-responsive pathways in Tau neurons (Fig. 2A) and in WT neurons (Fig. 2B). 

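KEGG pathways were not used here. In their place, 32 lists were tested with fgsea: pathway members and activity-regulated genes listed by hand, genes read from the labels of Figs. 2C, 2D, 3H, S4B and S4C, and gene families taken by symbol. With AdipoRon, 24 lists passed an adjusted p of 0.05 (fgsea, Benjamini-Hochberg over the 32 lists) in Tau neurons, 13 higher and 11 lower. In WT neurons 23 passed, 13 higher and 10 lower. With cameraPR at a correlation of 0.05, 19 of the 32 lists passed in each genotype. Among the genes above the median of mean expression, 16 of 26 lists left to test passed in Tau and 18 of 27 in WT neurons (fgsea). Of the Reactome sets with 15 to 500 tested genes, 729 in Tau neurons gave 13 higher and 37 lower at an adjusted p under 0.05 (fgsea), and 734 in WT neurons gave 63 higher and 38 lower.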

Among those shared pathways positively enriched were proteostasis, DNA maintenance and repair, and metabolism. 

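Steroid biosynthesis genes rose with AdipoRon, with normalized enrichment scores (NES) of 2.01 in Tau (adjusted p = 7.2e-04, fgsea) and 2.02 in WT neurons (adjusted p = 1.6e-04, fgsea). The median log2 fold change of the 15 genes was 0.34 in Tau and 0.29 in WT neurons, and 14 of them rose in each genotype. Antigen processing genes, which include proteasome activators and chaperones, had NES of 1.74 (adjusted p = 0.0067, fgsea) and 1.77 (adjusted p = 0.0036, fgsea). In that list, 31 of 41 genes rose in Tau and 34 of 42 in WT neurons, with medians of 0.11 and 0.17. Over all genes tested, 0 of these genes passed an adjusted p of 0.05 in Tau neurons (edgeR likelihood-ratio test), and 3 steroid biosynthesis genes and 0 antigen processing genes had an unadjusted p under 0.05. In WT neurons 1 gene of each list passed, both over all genes and adjusted over the list alone. Mitochondrial ribosomal proteins moved in neither genotype, with NES of -0.56 in Tau and 0.81 in WT neurons.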

Ribosomal pathways were enriched in both WT and Tau neurons but in opposite directions, perhaps reflecting change in ribosomal composition rather than in ribosomal abundance^41^. 

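The genes of cytosolic ribosomal proteins, taken by symbol, had an NES of -1.93 with AdipoRon in Tau neurons (adjusted p = 1.1e-04, fgsea) and 3.13 in WT neurons (adjusted p = 2.2e-25, fgsea). In Tau neurons, 62 of 84 genes fell, with a median log2 fold change of -0.13. None of the 84 passed an adjusted p of 0.05 (edgeR), either over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. In WT neurons, 80 of 85 rose, with a median of 0.44, and 11 passed over all genes and 40 adjusted over the list alone. The most abundant genes of the list did not follow its medians. Rpl4 (log2 CPM 8.74), Rps3 (8.23) and Rpl41 (8.21) had log2 fold changes of 0.14, 0.21 and 0.02 in Tau neurons. In WT neurons they had 0.11, 0.10 and 0.09. Rplp1 (8.03) had -0.02 in Tau and 0.14 in WT neurons. With genes ranked by the difference between the AdipoRon responses, the list had an NES of -2.95 (adjusted p = 9.3e-42, fgsea), and 74 of the 84 genes had a lower response in Tau than in WT neurons (median difference -0.60).

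The fall in Tau neurons moved most with the genes tested. Many ribosomal protein genes have near-identical copies, to which reads could have been assigned in part. Without genes that have more than 25% of their 50-base windows elsewhere in the genome, a split chosen after seeing the data, 24 genes remained with an NES of -1.10 (adjusted p = 0.39, fgsea) in Tau neurons. Over the 6 alternatives run for this list in Tau neurons, the adjusted p ranged from 1.1e-04 (fgsea, genes tested in all 4 tables) to that value. In WT neurons the same restriction left 25 genes with an NES of 2.21 (adjusted p = 2.7e-05, fgsea), the highest adjusted p of its alternatives, the lowest being 4.2e-26. The genes with at most 10% of their windows elsewhere had medians of 0.14 in Tau (6 genes) and 0.09 in WT neurons (7 genes), so these medians had the same sign in the genotypes.

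**Figure D2:**
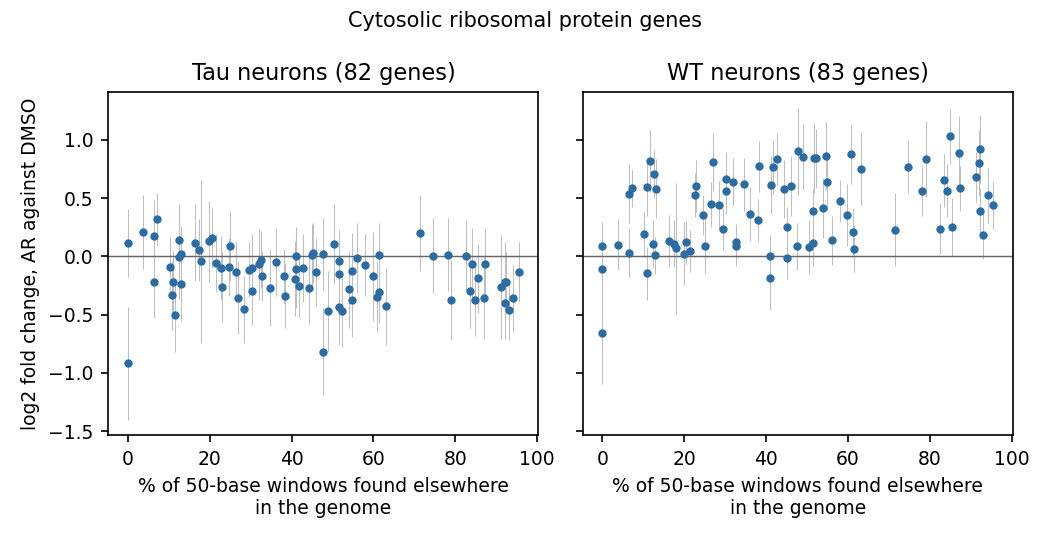
Log2 fold change with AdipoRon against DMSO of cytosolic ribosomal protein genes in Tau (left) and WT neurons (right), against the share of their 50-base windows found elsewhere in the genome. Each point is a gene, and vertical bars span 1 standard error on each side.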

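Homologous recombination genes, listed by hand, had a median log2 fold change with AdipoRon of 0.24 in Tau (26 of 31 higher) and 0.25 in WT neurons (29 of 31 higher). Their NES was 2.12 in Tau (adjusted p = 1.2e-04, fgsea) and 2.26 in WT neurons (adjusted p = 9.0e-06, fgsea). Of 35 DNA replication genes, 31 rose in Tau (median 0.17, NES 2.08, adjusted p = 1.2e-04, fgsea) and 34 in WT neurons (median 0.25, NES 2.32, adjusted p = 2.6e-06, fgsea). Base excision repair genes had an NES of 1.84 in Tau (adjusted p = 0.0031, fgsea) and 1.56 in WT neurons (adjusted p = 0.033, fgsea), with 25 and 27 of 33 genes higher. The difference between the genotypes had an NES of -0.76 for base excision repair (adjusted p = 0.95, fgsea) and -1.68 for DNA replication (adjusted p = 0.060, fgsea). With DMSO, DNA replication genes were lower in Tau than in WT neurons (NES -2.47, adjusted p = 3.3e-07, fgsea). Base excision repair lost its call in both genotypes under cameraPR with a correlation of 0.05 (adjusted p = 0.074 and 0.11) and among the genes above the median of mean expression (adjusted p = 0.18 and 0.125, fgsea). Over its 6 alternatives, the adjusted p ran from 0.0025 to 0.18 in Tau and from 0.018 to 0.125 in WT neurons (fgsea and cameraPR). Over all genes tested, 0 genes of the 3 lists passed an adjusted p of 0.05 (edgeR) in either genotype, as was so adjusted over the list alone. Unadjusted p-values under 0.05 numbered 0 in Tau neurons, and in WT neurons 1 for homologous recombination, 2 for DNA replication and 2 for base excision repair.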

Homologous recombination and DNA replication pathways were AR-responsive in both genotypes, with base excision repair also detected in the AR-treated Tau neurons. The biology behind this is unclear, and a connection between genome maintenance and adiponectin has not previously been identified.

**Fig. 2:**
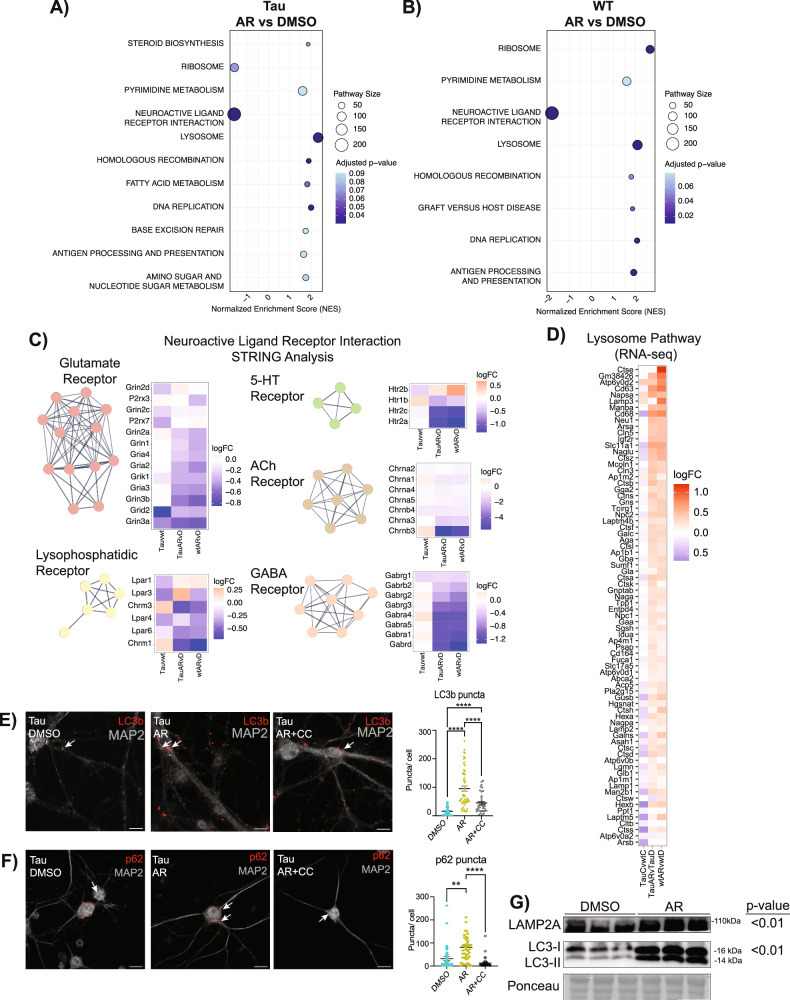
Neuronal transcriptional response to AdipoRon extends beyond metabolic regulation. **A** Pathway enrichment was determined via GSEA of tau neuron AR-responsive KEGG pathways using RNA-seq data (*n* = 5–6 pups per genotype per treatment). **B** As above for AR-responsive KEGG pathways in WT neurons. **C** STRING analysis and heatmap displaying log_2_FC of Neuroactive Ligand Receptor Interaction Pathway genes sub-grouped via Markov Cluster Algorithm (clusters ≥ 4 genes shown) in Tau neurons in response to AR. **D** Heatmap of lysosome pathway detected by GSEA in AR-treated Tau and WT neurons compared to untreated WT. **E**, **F** Immunofluorescent detection and quantification of autophagosome markers LC3b (*n* = 4–6 mice, *n* = 33–56 neurons per treatment) and p62 (*n* = 3 mice, *n* = 29–43 neurons per treatment) in Tau neurons after 24-h treatment with 10 μM AdipoRon ± 8 μM Compound C. **G** Western blot of LAMP2A and LC3 with representative ponceau in neurons after 24-h treatment with 10 μM AdipoRon (LAMP2A: *n* = 6 mice per treatment; LC3: *n* = 9 mice per treatment). Significance determined by one-way ANOVA with Tukey’s multiple comparison’s test or Student’s *t* test. Data shown as mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

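Receptor genes were tested as whole families taken by symbol and as the clusters drawn in Fig. 2C, while the full KEGG set of ligand-receptor genes was not used here. Among Reactome sets, Neuronal System had an NES of -2.19 with AdipoRon in Tau (239 genes, adjusted p = 1.6e-10, fgsea) and -2.52 in WT neurons (246 genes, adjusted p = 4.2e-18, fgsea). Its adjusted p was the smallest of the 729 sets tested in Tau neurons, whereas in WT neurons the sets of translation came first, with an NES of 3.41 (adjusted p = 5.7e-41, fgsea) for cotranslational targeting to the membrane. The Reactome set of receptors for G protein ligands (GPCR ligand binding) had an NES of -1.66 in Tau (248 genes, adjusted p = 0.0018, fgsea) and -1.80 in WT neurons (264 genes, adjusted p = 3.4e-05, fgsea).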

The most highly enriched pathway for both genotypes was neuroactive ligand-receptor interactions. This pathway is composed of the families of receptors involved in synaptic communication as well as many of their ligands. STRING analysis of genes identified within this pathway detected 5 clusters (Fig. 2C). 

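The gene labels of Fig. 2C give 13 genes in the glutamate cluster, 8 in the GABA cluster, 7 in the acetylcholine (ACh) cluster, 4 in the serotonin cluster and 6 in the lysophosphatidic acid cluster. The study picked these genes from the same samples, so counts adjusted over these lists alone are not independent evidence. In Tau neurons with AdipoRon, the median log2 fold changes of the clusters, in that order, were -0.25, -0.998, -0.73, -0.85 and -0.28. In WT neurons they were -0.36, -1.01, -0.60, -0.79 and -0.37.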

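The glutamate cluster of Fig. 2C holds subunits of ionotropic receptors and a pair of purinergic receptors. With AdipoRon, 11 of its 13 genes fell in Tau and 12 in WT neurons. The NES was -1.57 in Tau (adjusted p = 0.039, fgsea) and -2.01 in WT neurons (adjusted p = 2.7e-04, fgsea). The call in Tau neurons was lost under cameraPR with a correlation of 0.05 (adjusted p = 0.090) and among the genes above the median of mean expression (adjusted p = 0.10, fgsea), and its adjusted p over the alternatives ran from 0.021 upward to the latter. No gene of the cluster passed an adjusted p of 0.05 (edgeR) over all genes or adjusted over the list alone in either genotype, with 0 unadjusted p-values under 0.05 in Tau and 3 in WT neurons. Taken as the whole family of 18 ionotropic subunits, the NES was -1.18 in Tau (adjusted p = 0.30, fgsea) and -1.60 in WT neurons (adjusted p = 0.040, fgsea), and 14 and 16 of the 18 fell.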

The glutamate receptor cluster contained genes encoding six NMDA, three AMPA, one kainate, and one delta subunit. These subunits are associated with ionotropic glutamatergic excitability, suggesting a lowering of excitatory postsynaptic responses with AR, which would protect against excitotoxicity^42^. 

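The GABA cluster of Fig. 2C holds subunits of GABA-A receptors, and it fell with AdipoRon as a list in both genotypes. Its NES was -1.77 in Tau (adjusted p = 0.0067, fgsea) and -1.93 in WT neurons (adjusted p = 3.9e-04, fgsea). Over all genes, 0 of the 8 passed an adjusted p of 0.05 (edgeR) in Tau and 4 in WT neurons. Adjusted over the list alone, 2 passed in Tau and 6 in WT neurons, and the unadjusted counts were the same. All tested GABA-A subunits together, taken by symbol, had an NES of -1.99 in Tau (13 of 14 lower, adjusted p = 3.4e-04, fgsea) and -2.09 in WT neurons (16 genes, adjusted p = 1.0e-04, fgsea). In this family, 0 and 5 subunits passed over all genes (edgeR) in Tau and WT neurons, 0 and 7 adjusted over the list alone, and 2 and 7 had an unadjusted p under 0.05. The largest fall in the cluster was that of Gabrd, at -1.13 (standard error 0.64) in Tau and -1.32 (0.40) in WT neurons in the authors' deposited tables. The difference between the genotypes' responses had an NES of 1.246 for the cluster (adjusted p = 0.49, fgsea) and 1.11 for the family (adjusted p = 0.61, fgsea).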

The GABA_A_ receptor transports Cl^-^ ions, typically inhibiting spike firing by hyperpolarization or shunting. Therefore, a decrease in expression would increase the probability of postsynaptic firing. 

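The ACh cluster of Fig. 2C, with Chrna1, Chrna2, Chrna3, Chrna4, Chrna5, Chrnb3 and Chrnb4, had an NES of -1.81 in Tau (adjusted p = 0.0023, fgsea) and -1.75 in WT neurons (adjusted p = 0.0068, fgsea). All 7 genes fell in both genotypes. Chrnb3 passed an adjusted p of 0.05 (edgeR) over all genes in both, and Chrna3 in WT neurons only, at -1.34 (standard error 0.40) in the authors' deposited table. Adjusted over the list alone, 2 genes passed in each genotype. Among all nicotinic subunits, taken by symbol, 10 of 12 fell in Tau (NES -1.61, adjusted p = 0.032, fgsea) and 10 of 11 in WT neurons (NES -1.62, adjusted p = 0.035, fgsea).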

Nicotinic ACh receptors are also ionotropic, allowing cations to flow and elicit rapid depolarizations. 

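Htr2a, Htr2b, Htr2c and Htr1b formed the serotonin cluster of Fig. 2C, and 3 of these 4 fell with AdipoRon in each genotype while Htr2b rose. The NES was -1.46 in Tau (adjusted p = 0.059, fgsea) and -1.33 in WT neurons (adjusted p = 0.20, fgsea). The family of 13 serotonin receptors taken by symbol had an NES of -1.65 in Tau (9 lower, adjusted p = 0.021, fgsea) and -1.75 in WT neurons (8 lower, adjusted p = 0.012, fgsea). Over all genes tested, Htr5b passed an adjusted p of 0.05 (edgeR) in Tau neurons, and Htr5b, Htr2a and Htr2c passed in WT neurons. Adjusted over the list alone, 3 of the 13 passed in Tau and 8 in WT neurons. Htr5b had a log2 fold change of -1.96 (standard error 0.49) in Tau and -2.03 (0.29) in WT neurons in the authors' deposited tables, and Htr2a had -1.21 (0.45) and -1.31 (0.35).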

Serotonin (5-hydroxytryptamine, 5-HT) receptors are associated with both metabotropic and ionotropic function and fine-tuning cortical neuron behavior. Serotonin receptor activation has been linked to both amyloid-beta secretion and tau phosphorylation^43,44^. 

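Lpar1, Lpar3, Lpar4, Lpar6, Chrm1 and Chrm3 shared a cluster in Fig. 2C, of which 4 fell in Tau and 5 in WT neurons with AdipoRon. Its NES was -1.27 in Tau (adjusted p = 0.25, fgsea) and -1.54 in WT neurons (adjusted p = 0.058, fgsea). No gene of the cluster passed an adjusted p of 0.05 (edgeR) over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Of the 6 lysophosphatidic acid receptors taken by symbol, 2 fell in Tau and 3 in WT neurons, with NES of 0.94 and 0.67. The 4 tested muscarinic receptors had median log2 fold changes of -0.43 in Tau and -0.33 in WT neurons, with 3 lower in each genotype. The largest falls in the cluster were -0.59 (Chrm3, standard error 0.50) in Tau and -0.70 (Chrm1, 0.36) in WT neurons in the authors' deposited tables.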

The lysophosphatidic acid receptor cluster included lysophosphatidic acid receptors (Lpar) and metabotropic acetylcholine receptors. Lpar activation is linked to in vitro neurite retraction, neuronal network formation, and forebrain development^45^, while metabotropic ACh receptor activation leads to the hydrolysis of phosphatidylinositol 4,5 bisphosphate^46^. Together, these transcriptional data suggest that AR impinges on neuronal communication processes, although it is not clear if this is coincident with or a consequence of clearance of the NFT.

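Tested as a difference between the AdipoRon responses of Tau and WT neurons, the 5 clusters had NES of 1.63 (glutamate), 1.246 (GABA), -0.78 (ACh), -1.04 (serotonin) and 1.41 (lysophosphatidic acid). Of these, 0 passed an adjusted p of 0.05 (fgsea, 32 lists), and the smallest adjusted p was 0.17 for the glutamate cluster. WT neurons, which carry no tangles, thus had changes of these lists that could not be told from those of Tau neurons at this precision. The Reactome set Transmission across Chemical Synapses fell in both genotypes, with an NES of -1.87 in Tau (170 genes, adjusted p = 8.1e-05, fgsea) and -2.33 in WT neurons (174 genes, adjusted p = 4.2e-11, fgsea), and fell less in Tau neurons (NES of the difference 1.501, adjusted p = 0.041, fgsea).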

### AdipoRon activates the lysosomal pathway via AMPK

Autophagy is a conserved cell process for the degradation of aggregates and dysfunctional organelles. Autophagosome-lysosome fusion allows degradative enzymes of the lysosome to access sequestered protein aggregates and damaged organelles^47^. Autophagy has been proposed as a potential target for alleviating both Aβ plaques and NFTs^48,49^, and lysosomal dysfunction has been implicated in AD progression^50^. 

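Lysosome genes were tested as a list of pathway members written by hand and as the genes labelled in Fig. 2D, which the study chose on these samples. With AdipoRon, the hand list had an NES of 2.64 in Tau (adjusted p = 2.7e-14, fgsea) and 2.31 in WT neurons (adjusted p = 2.7e-09, fgsea). Its median log2 fold change was 0.17 in both, with 97 genes higher and 21 lower in Tau neurons, and 98 higher and 21 lower in WT neurons. For the genes of Fig. 2D the NES was 2.92 in Tau (71 of 75 higher, median 0.26, adjusted p = 2.4e-16, fgsea) and 2.65 in WT neurons (74 of 76 higher, median 0.28, adjusted p = 7.2e-13, fgsea). The difference between the genotypes' responses had an NES of -0.52 (adjusted p = 1.0, fgsea) for the hand list. Cathepsins rose in both genotypes (NES 1.76 and 1.73, adjusted p = 0.0068 and 0.012, fgsea), while the subunits of the vacuolar ATPase rose past the threshold in Tau neurons only (NES 1.60 and 1.22, adjusted p = 0.029 and 0.24, fgsea), a difference that was itself not past it (adjusted p = 0.37, fgsea).

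No gene of the hand list passed an adjusted p of 0.05 (edgeR) over all genes or adjusted over the list alone in any comparison. Unadjusted p-values under 0.05 numbered 3 with AdipoRon in Tau neurons, 14 with AdipoRon in WT neurons, 2 between Tau and WT neurons with DMSO and 6 with AdipoRon. The genes of Fig. 2D gave 0 by both adjustments too, with 2, 12, 2 and 6 unadjusted. Between Tau and WT neurons with DMSO, the hand list had an NES of -1.94 (adjusted p = 2.6e-05, fgsea), with 70 of 117 genes lower and a median of -0.02. The genes of Fig. 2D had an NES of -2.23 (adjusted p = 5.0e-06, fgsea), with 53 of 73 lower and a median of -0.08. Under cameraPR with a correlation of 0.05 neither passed (adjusted p = 0.23 for the hand list and 0.053 for Fig. 2D). Across the 7 alternatives, the adjusted p of the hand list ran from 1.9e-05 to 0.23, and that of Fig. 2D from 1.6e-06 to 0.053 (fgsea and cameraPR). Without the 11 tested lysosome genes known to be enriched in microglia, the hand list had an NES of -1.79 (adjusted p = 0.0014, fgsea).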

Lysosome was one of the most significantly positively enriched pathways in AR-treated Tau and WT neurons (Fig. 2D), and there is a hint that this pathway is impacted by Tau, although significance in that case was not reached. AMPK is an established regulator of autophagy^51^, acting through ULK and mTOR to stimulate autophagosome maturation. Activated AMPK increases the formation of autophagosomes that can be visualized by detecting LC3b (microtubule-associated protein 1a/1b light chain 3b) associated puncta^52^. Exposure of Tau neurons to AR (10 μM) for 24 h (matching the RNAseq data) significantly increased the number of LC3b puncta (Fig. 2E) in an AMPK-dependent manner, with significantly fewer puncta detected in the presence of Compound C (8 μM). Treatment with the alternate inhibitor of AMPK BAY3827 (1 μM) yielded the same outcome (Fig. S3). The chaperone protein p62 shuttles proteins to the autophagosome for subsequent degradation, and it has been previously linked to the anti-inflammatory effects of adiponectin^53^. A greater number of p62-positive puncta were detected following 24 h of AR treatment (Fig. 2F), again in an AMPK-dependent manner. Treatment with AR also led to the increase of LAMP2A, the LAMP2 variant essential for chaperone-mediated autophagy (Fig. 2G). To address the possibility that autophagy was stalled rather than activated, LC3 conversion was investigated by immunoblotting. AR treatment led to an increase in LC3-II expression and an increase in the ratio of LC3-II/ LC3-I, suggesting that AR activates autophagy (Fig. 2G, Fig. S3). These data show that autophagosome induction occurs after AR treatment and suggest that this AMPK-dependent process may contribute to NFT clearance.

### AdipoRon rescues mitochondrial deficits caused by tauopathy

It has been established that metabolic dysfunction occurs in the brain during aging and Alzheimer’s disease, with mitochondrial dysfunction thought to be a critical consequence of disease pathology^54,55^. PGC-1a is a transcriptional coactivator and master regulator of mitochondrial function that has been indirectly linked to broader cellular processes in diverse cell types, including redox metabolism, cell cycle and cell size determination, arborization, and hypertrophy^37,56,57^. Three promotor regions in the Ppargc-1a gene are active in neurons, including one that is neuron-specific^58^, yielding three transcript variants of PGC-1a. Expression from two of the three promoters was significantly lower in Tau neurons compared to the WT (Fig. 3A). Our previous studies in murine fibroblasts had revealed a temporal aspect in response to AR treatment, where signaling to AMPK was transient and early, and increases in PGC-1a and its target genes were detected about an hour later^59^. A 90-min AR treatment (10 μM) had an isoform-specific effect on PGC-1a, restoring PGC-1a4 expression in the Tau neurons to WT levels. PGC-1a B1E2 expression was also increased in Tau neurons following AR treatment and was no longer significantly lower than WT levels (Fig. 3A). There were no significant effects of 10 μM AR on PGC-1a expression in WT neurons.

**Fig. 3:**
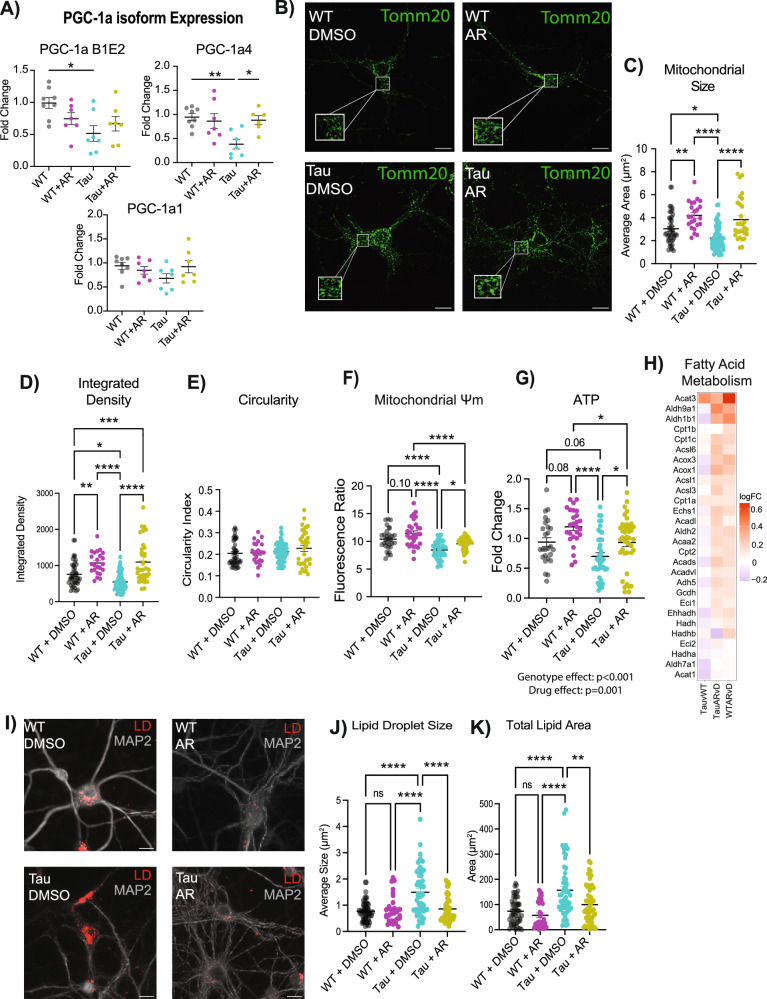
AdipoRon rescues mitochondrial deficits caused by tauopathy. **A** mRNA abundance of Ppargc-1a isoforms was determined by RT-qPCR (*n* = 6–8 mice per treatment per genotype). **B** Representative images of mitochondria detected with TOMM20 antibody. **C** Quantification of mitochondrial size, (**D**) Integrated density, and (**E**) circularity (*n* = 6 mice per genotype, *n* = 23–59 cells neurons per treatment per genotype. **F** Mitochondrial membrane potential (JC-1) 2 h after 10 µM AR treatment (*n* = 5–6 mice per genotype; *n* = 30–43 observations per genotype per treatment). **G** Relative ATP concentrations after 12 h of AdipoRon treatment (*n* = 8–12 mice per genotype, *n* = 26–41 observations per treatment per genotype). **H** Heatmap of log_2_FC of fatty acid metabolism GSEA pathway genes in AR-treated WT and Tau neurons with Tau compared to WT included for reference. **I** Representative images of LipidTox dye (scale bar 15 µM). **J**, **K** Quantification of lipid droplet size and total area (*n* = 5 mice per genotype, *n* = 30–55 neurons per treatment per genotype). Significance determined by multiple Student’s *t*-test or two-way ANOVA with Tukey’s multiple comparisons test. Data shown as mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Mitochondrial morphology is dynamic and changes in response to metabolic status, with more reticular organization associated with a more oxidative setting^60^. Morphology was assessed by immunofluorescent detection of TOMM20 (translocase of outer mitochondrial membrane 20) (Fig. 3B). NFT burden was associated with significantly lower mitochondrial size (Fig. 3C) and integrated density (Fig. 3D), while the circularity index of the mitochondria was not different (Fig. 3E). AR treatment for 24 h (10 μM) restored mitochondrial size and integrated density to that of WT neurons. AR also increased mitochondrial size and integrated density in WT neurons, indicating that the drug may have utility in the absence of AD pathology. Next, the functional consequence of AR treatment on neuronal mitochondrial activity was assessed. Mitochondrial functional measures in response to AR treatment are observable at different times of AR exposure^59^. As such, the measures we observed (PGC-1a expression, mitochondrial morphology, membrane potential, and ATP levels) were taken at distinct times. Mitochondrial membrane potential is created by electron transport chain activity and drives the ability to derive ATP from oxidative metabolism. Proton motive force quantified by JC-1 assay was lower in Tau neurons (Fig. 3F), aligning with the depression in PGC-1a expression. Treatment with AR (10 μM) rescued this phenotype within 2 h and increased mitochondrial membrane potential in WT neurons. ATP availability was lower in Tau neurons compared to the WT, and AR treatment resulted in significantly greater ATP availability both in Tau neurons and in WT neurons (Fig. 3G).

Lipid accumulation is known to be a consequence of inefficient mitochondrial metabolism^29^, and lipid metabolic dysregulation has been linked to neurodegenerative disease progression^61^. 

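The 28 genes labelled in Fig. 3H, which the study chose on these samples, and 39 fatty acid metabolism genes listed by hand were tested. The genes of Fig. 3H had an NES of 1.93 in both Tau (adjusted p = 7.2e-04, fgsea) and WT neurons (adjusted p = 7.5e-04, fgsea). In Tau neurons 24 of 27 tested genes rose, with a median log2 fold change of 0.16, and in WT neurons 27 of 28 rose, with a median of 0.15. The hand list had an NES of 1.89 in Tau (28 of 35 higher, adjusted p = 0.0012, fgsea) and 1.88 in WT neurons (33 of 36 higher, adjusted p = 0.0013, fgsea). The hand list lost its call under cameraPR with a correlation of 0.05, at an adjusted p of 0.070 in Tau and 0.063 in WT neurons, the highest of its alternatives. The lowest were 0.0011 and 6.9e-04 (fgsea, genes tested in all 4 tables). No single gene of either list passed an adjusted p of 0.05 (edgeR), over all genes or adjusted over the list alone. In Tau and WT neurons, 0 and 3 genes of Fig. 3H and 1 and 4 of the hand list had an unadjusted p under 0.05.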

AR treatment was associated with a positive enrichment of fatty acid metabolism as detected by RNASeq (Fig. 3H). These data suggested that lipid usage and lipid storage could be altered by AR treatment. Lipid droplets (LD) were detected using the neutral-lipid stain HCS LipidTox, revealing differences in lipid stores between WT and Tau neurons (Fig. 3I, Fig. S4). Quantitative analysis showed that LD size was significantly greater in neurons with Tau pathology (Fig.3J) and that the total area of lipid stain was significantly greater (Fig. 3K). AR treatment lowered LD size and total lipid area, restoring each to WT levels. Together, these data show diminished metabolic capacity and lipid accumulation in neurons with NFT, both of which can be rescued by AR-directed stimulation of the adiponectin pathway.

### AdipoRon restores dendritic complexity through the activation of JNK

NFT aggregation is associated with a loss of dendritic spine density and dysfunction in microtubule interactions^62,63^, with implications for neuronal structural integrity. Dendritic arborization can be quantified via immunolabeling for microtubule-associated protein 2 (MAP2), a neuron-specific microtubule protein (Fig. 4A). MAP2 was excluded from the nucleus of WT neurons but not Tau neurons. The biological relevance of this difference in subcellular distribution is unclear; however, a similar phenotype has been observed in the brains of Parkinson’s disease patients^64^. Branch detection and scale estimation via Sholl analysis revealed significantly fewer dendritic branches in Tau neurons than in WT, suggesting a loss of dendritic complexity with NFT (Fig. 4B). AR treatment (10 μM, 24 h) rescued the NFT-associated compromise in dendrite outgrowth, and area under the curve analysis showed significant differences between Tau and WT neurons and between Tau neurons with or without AR. Although the shape of the curve was not identical for WT with or without AR, the change in the distribution of the data was not significant. The soma area was significantly smaller in Tau neurons than in WT, and AR restored soma size to WT values (Fig. 4C).

**Fig. 4:**
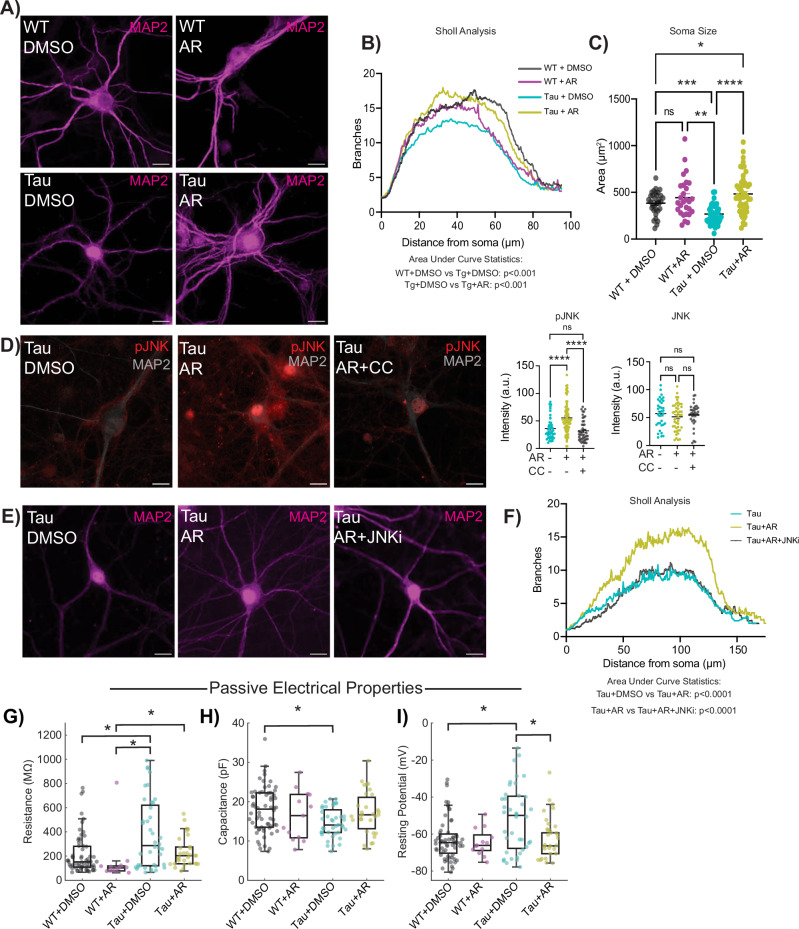
AdipoRon rescues loss of dendritic complexity through activation of JNK. **A** Representative immunodetection images of microtubule-associated protein 2 (MAP2) in WT and Tau neurons treated with 10 µM AR or DMSO. **B**, **C** Sholl analysis of dendritic branch number as a function of distance from soma and soma size (*n* = 4–5 mice per genotype, *n* = 28–51 neurons per treatment per genotype), two-way ANOVA with Sidak’s multiple comparisons test. **D** Representative immunodetection images and quantification of phosphorylated JNK (pJNK) (*n* = 4–6 mice per, *n* = 45–78 neurons per treatment) and total JNK (*n* = 3 mice per treatment, *n* = 34–45 neurons per treatment) following 10-min AR treatment (10 µM) ± 8 μM AMPK inhibitor Compound C, and (**E**) representative images of immunodetection of MAP2 in Tau neurons treated with 10 µM AR ± 10 µM JNK inhibitor SP600125. One-way ANOVA with Tukey’s multiple comparisons test. **F** Quantification of dendritic branch number and distance from soma determined by Sholl analysis (*n* = 3 mice per treatment; *n* = 47–51 neurons per treatment). Brown–Forsythe and Welch one-way ANOVA. Electrophysiological parameters of passive intrinsic excitability following 24-h 10 µM AR treatment including **G** resistance, (**H**) capacitance, and (**I**) resting potential. WT: 64 neurons, WT + AR: 13 neurons, Tg: 40 neurons, Tg + AR: 31 neurons. Kruskal–Wallis and post-hoc Dunn’s tests. Data shown as mean ± SEM, or as median ± IQR *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

The stress-associated kinase JNK (c-Jun N-terminal Kinase) phosphorylates and stabilizes several microtubule-associated proteins, including MAP2 and MAP1B^65^, and is required for axonal growth^66^, maintenance of microtubes^65^, and outgrowth of neurons^67^. Adiponectin-induced activation of JNK has been previously reported^68^, but not in neurons, and the mechanism by which this occurs has yet to be established. AR treatment increased activating phosphorylation (T183/Y185) of JNK in Tau neurons (Fig. 4D) without impacting overall JNK levels (Fig. S5). Simultaneous treatment with AMPK inhibitor Compound C (8 μM) blocked the increase in JNK phosphorylation, placing the phosphorylation and activation of JNK in response to AR downstream of AMPK. Exposure of Tau neurons to JNK inhibitor SP600125 (10 μM) for 24 h blocked the neurite outgrowth induced by AR (Fig. 4E). Quantitation of the area under the curve for the distribution of number of branches as a function of distance from soma confirmed that JNK is required for the AR-induced dendritic arborization phenotype (Fig. 4F). These data show that JNK is activated by adiponectin receptor pathway in an AMPK dependent manner and is responsible for the AR-driven increase in dendritic complexity.

### Altered passive electrical properties in Tau neurons are restored by AdipoRon

Differences in soma size and dendritic complexity have functional consequences for the intrinsic electrical properties of neurons^69^. Using whole-cell patch clamp recording, we studied both passive and active electrical properties. Passive properties include membrane resistance, capacitance, and resting potential, whereas active properties include mechanisms underlying action potentials (see below). Membrane resistance was significantly elevated in Tau neurons compared to WT, but following 24-h treatment of 10 μM AR, membrane resistance was equivalent to WT neurons (Fig. 4G). Capacitance was reduced in Tau neurons compared to WT (Fig. 4H), aligning with the reduction in cell body size and dendritic branching, and was also restored to WT by AR. The resting potential is influenced by resting conductances and transmembrane ionic gradients. Tau neurons were relatively depolarized compared to WT (Fig. 4I), but AR treatment restored Tau neuron resting potential to WT values (Fig. 4I). Collectively, these results suggest that Tau neurons have altered passive electrical properties and that these impairments are restored by treatment with AR. The impact of NFT on electrical properties in neurons raised the possibility that this phenotype might extend to other aspects of AD pathology. Amyloid beta accumulates in the brain and vasculature with AD^70^, and this pathology can be induced in transgenic mice that express a chimeric mouse/human amyloid precursor protein carrying the 695 Swedish mutation (APP^SWE695^) and a mutant human presenilin 1 (PS1-dE9). There were no statistical differences in membrane resistance, capacitance, or resting potential between APP/PS1 and WT primary neurons (Fig. S5), arguing that electrophysiological defects in primary neurons are specific to NFT.

### Active electrical properties are altered in Tau neurons and restored by AdipoRon

Active electrical properties involve voltage-gated ion channels that produce action potentials (i.e., spikes) that are widely considered the currency of “information” in the brain^71^. Given that disorders such as AD alter cognitive function, we compared spiking behavior between different AD models and WT (Fig. 5A). Several properties of spikes differed between Tau neurons and WT (Fig. 5B, C), and many of those properties were returned to near WT values by AR. Differences among WT and Tau neurons with respect to AR treatment were further investigated across stepwise current applications (Fig. 5D). A significant effect of genotype, treatment, and current step was detected in spike count as measured starting from the resting potential (Fig. 5D–G, top row). Since Tau neurons rested relatively depolarized compared to WT (Fig. 4I), a “standardized” spike count was also measured by holding near −60 mV (Fig. 5D–G, bottom row). Tukey multiple comparisons revealed that Tau neurons had reduced spike counts compared to all other groups, both from resting potential and −60 mV (Fig. 5D). Notably, Tau neurons sitting at their native resting potential were less likely to fire one or more spikes at higher current step applications, and from their resting potential and from −60 mV, tended to fire only a single spike unlike the WT or AR treated neurons (Fig. S6). AR-treated neurons of both genotypes were less likely to fire only a single action potential than untreated WT neurons for both recording conditions (Fig. S6).

**Fig. 5:**
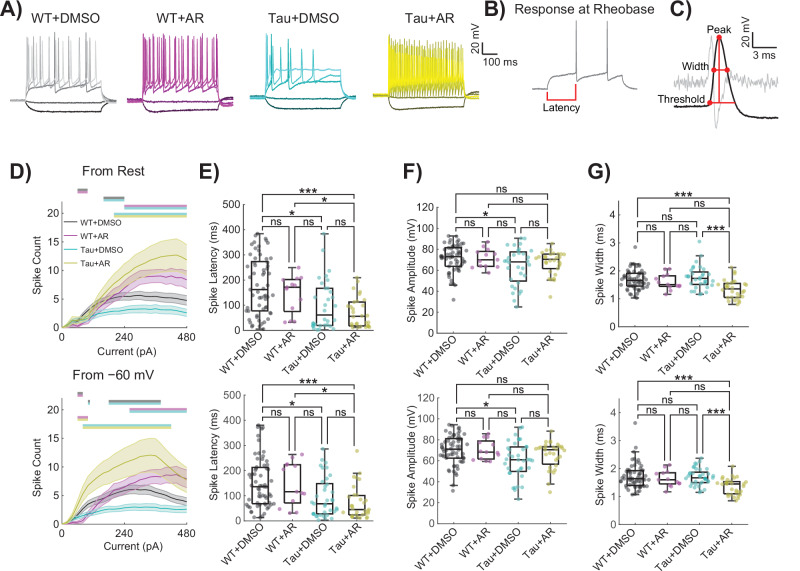
Active electrical properties are altered in Tau neurons and restored by AdipoRon. **A** Representative neuronal spiking patterns following 24-h 10 µM AR treatment using current applications of −100, −20, 160, 320, and 480 mV (darker to lighter shades). **B** Schematic voltage response at rheobase for a WT neuron, and **C** schematic of the first spike fired at rheobase with second derivative in light gray, computed rheobase parameters displayed by red dots and lines. **D** Action potential spike counts in response to 30 stepwise current applications of 20pA ranging −100 to 480pA, from rest (top) and from −60 mV (bottom). Repeated measures two-way ANOVA with Geisser–Greenhouse correction and post-hoc Tukey tests. Significant differences are shown as color-coded bars, mean ± SEM. Current–clamp Rheobase spike parameters from rest (top) and from −60 mV (bottom), including (**E**) spike latency, (**F**) amplitude, and (**G**) width for the first spike fired at rheobase, median ± IQR. Kruskal–Wallis with post-hoc Dunn’s tests. WT: 64 neurons, WT + AR: 13 neurons, Tau: 40 neurons, Tau+AR: 31 neurons. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

At both resting potential and from a holding potential of −60 mV, Tau neurons firing action potentials at rheobase, the minimum current application necessary to elicit an action potential, were quicker to fire a spike from the onset of the current application (Fig. 5E). A short spike latency persisted for Tau neurons after AR treatment. Furthermore, Tau neurons had a reduced spike amplitude at the rheobase compared to WT neurons (Fig. 5F). Following AR treatment, Tau neurons fired spikes that were no longer significantly different in amplitude from WT neurons (Fig. 5F). Finally, Tau neurons with AR treatment had a reduced spike width compared to WT or Tau neurons without AR treatment (Fig. 5G). There were no statistical differences in the spike count across current steps from rest between WT and APP/PS1 neurons (Fig. S6). The results were similar for spike count across current steps from holding at −60 mV, nor were there differences at native resting potential in their tendency to fire one or more spikes across current steps (Fig. S6). These data reveal pervasive disruption in the electrical properties of neurons specific to NFT and provide evidence that at least some of the functional defects associated with Tau pathology can be corrected by treatment with AR. Indeed, the concentration of AR used here promotes very robust spiking. Further careful titration will be necessary to quantitatively mimic normal spiking properties in Tau neurons, especially in vivo or in the clinic.

### AdipoRon stimulates the activity of voltage-gated channels in Tau neurons

The differences in spiking associated with Tau NFT and their rescue by AdipoRon prompted an investigation of voltage-gated ion channel activity. The activity of such channels can be quantified by controlling the neuronal membrane potential (i.e., voltage–clamp) and measuring the currents induced at different voltages and times. Although we are aware that highly arborized neurons cannot be accurately voltage–clamped (i.e., space–clamped) with current methods, we nevertheless found informative and statistically significant differences between genotypes and treatments (Fig. 6).

**Fig. 6:**
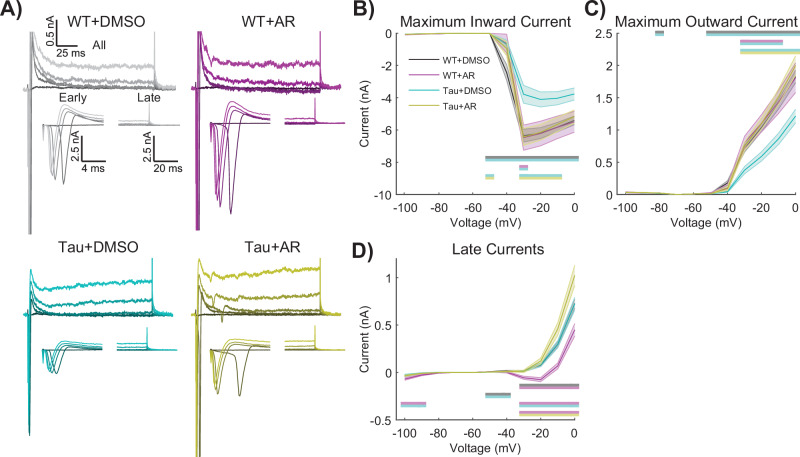
AdipoRon stimulates the activity of voltage-gated channels in Tau neurons. **A** Representative current responses of Tau and WT neurons following 24-treatment with 10 µM AR (or DMSO) in response to voltages of −40, −30, −20, −10, and 0 mV (darker to lighter shades). Stepwise voltage injections of 10 mV from 0–100 mV showing (**B**) maximum inward current, (**C**) maximum outward current, and (**D**) current–voltage curves. Repeated measures two-way ANOVA with Geisser–Greenhouse correction and post-hoc Tukey tests. Significant differences are shown as color-coded bars, mean ± SEM WT: 64 neurons, WT + AR: 13 neurons, Tau: 40 neurons, Tau+AR: 31 neurons.

Using a range of applied voltages from a holding potential of −60 mV (Fig. 6A), the maximum inward current (i.e., likely an unclamped Na+ current) was measured for untreated and AR-treated WT and Tau neurons (Fig.6B). Tukey multiple comparisons revealed that Tau neurons had a reduced maximum inward current compared to all other groups. Significant main effects of genotype and treatment were detected, where AR had no effect on WT neurons but restored activity in Tau neurons to that of WT (Fig. 6B, Table S2). Maximum outward current (i.e., probably a fast, transient potassium current) of Tau neurons was less than all other groups, with significant main effects of genotype and treatment (Fig. 6C). AR had no impact on the maximum outward current in WT neurons but restored activity in Tau neurons to that of WT.

The maximum inward and outward currents occur within the first few milliseconds (i.e., “Early” in Fig. 6A). However, smaller, slower yet persistent currents (i.e., “Late” in Fig. 6A) are also likely to be important. These persistent currents were not different between WT and Tau neurons; however, the response to AR was genotype-specific (Fig. 6D). Multiple comparisons testing revealed that WT neurons with AR treatment had significantly larger net inward “Late” currents compared to all other groups (Fig. 6D). Identical voltage-clamp experiments showed no significant differences between WT and APP/PS1 neurons (Fig. S7). Together, the differences in inward/outward currents suggest that voltage-gated channel activity is compromised in Tau neurons and that AR treatment tends to favor greater intrinsic excitability, as both inward and outward voltage-gated currents are required for normal neuronal excitability.

## Discussion

Data presented here show the neuroprotective and restorative effects of the nonselective adiponectin receptor agonist AR in NFT-burdened primary cortical neurons. Mechanistically, this effect was shown to be AMPK-dependent and linked to the actions of Tau kinase GSK3b. Additional mechanisms for NFT clearance induced by AR include lysosomal genes, an observation that was corroborated in vitro by increases in puncta-associated p62 cargo protein and LC3b, a major component of mature autophagosome formation. Changes in autophagosomes were also dependent on AMPK. Energetic defects linked to NFT were restored by AR, including mitochondrial membrane potential and ATP availability. Neuronal functions such as synaptic communication, axonal transport, vesicle synthesis, dynamic arborization, and maintenance of electrophysiological capacity create energetic and anabolic demands. Electrophysiological defects in tauopathy mice have been previously reported^72^ and are consistent with the neuronal excitability defects reported here. It is unclear if the reduced availability of ATP is a major driver in NFT-associated loss of neuronal function or if other metabolic outcomes also play a role. For example, this study shows that Tau neurons display aberrant lipid accumulation. The greater lipid burden may be linked to inefficient or ineffective lipid fuel use. The positive enrichment of fatty acid metabolism genes with AR treatment is consistent with this idea. 

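Tested as a difference between Tau and WT neurons, fatty acid metabolism genes did not differ in their response to AdipoRon (NES -0.72 for 35 genes listed by hand, adjusted p = 0.95, fgsea). Between Tau and WT neurons with DMSO, their NES was -1.03 (13 of 35 higher, adjusted p = 0.575, fgsea). The broader Reactome set Metabolism of lipids and lipoproteins rose with AdipoRon, with an NES of 1.61 in Tau (426 genes, adjusted p = 6.3e-05, fgsea) and 1.40 in WT neurons (436 genes, adjusted p = 0.0079, fgsea). It was lower in Tau than in WT neurons with DMSO (NES -1.57 for 424 genes, adjusted p = 7.3e-05, fgsea). Lower sets were the general picture there, since 147 of 727 Reactome sets passed an adjusted p of 0.05 (fgsea), each of them lower.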

Another possibility is that blunted lipid mobilization impacts membrane-related cellular functions. Prior studies have linked lipid remodeling to adiponectin receptor signaling in kidney cells^73^, raising the possibility that the consequences of lipid accumulation in Tau neurons are not limited to problems of energy derivation.

This study shows reduced dendritic complexity in Tau neurons. The rescue of this phenotype by AR was JNK-dependent and AMPK-dependent. Although not tested in this study, it will be interesting to see if changes in arborization impact inter-cellular communications. Given the surprising lack of differences between WT and Tau neurons at the gene transcription level, it is unclear if synaptic processes, including assembly and presentation, are compromised by NFT. 

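Receptor genes that the AdipoRon comparisons single out were also compared between Tau and WT neurons with DMSO. The glutamate cluster of Fig. 2C had an NES of -2.05 (adjusted p = 0.0010, fgsea), with a median log2 fold change of -0.0023 over 13 genes, 8 of them lower. Its adjusted p over the alternatives ran from 7.5e-04 to 0.054, the latter under cameraPR with a correlation of 0.05. The family of ionotropic glutamate receptors had an NES of -1.92 (12 of 18 lower, adjusted p = 0.0050, fgsea) and an adjusted p between 0.0064 and 0.22 over its alternatives (fgsea and cameraPR). The lysophosphatidic acid receptors had an NES of -1.63 (6 of 6 lower, adjusted p = 0.047, fgsea), with adjusted p between 0.016 and 0.074 over the alternatives. Of single genes in these 3 lists, 0 passed an adjusted p of 0.05 (edgeR), over all genes or adjusted over the list alone, and the unadjusted counts under 0.05 were 1, 1 and 0. The clusters of GABA, ACh and serotonin receptors did not pass, with NES of -0.64, -1.02 and -0.64.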

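Among Reactome sets, Neurotransmitter Receptor Binding And Downstream Transmission In The Postsynaptic Cell fell with AdipoRon, with an NES of -1.92 in Tau (116 genes, adjusted p = 2.6e-04, fgsea) and -2.26 in WT neurons (118 genes, adjusted p = 4.5e-08, fgsea). Metabotropic glutamate receptors did not fall as a family, with 3 of 8 lower in Tau (median log2 fold change 0.11) and 5 of 8 lower in WT neurons (median -0.11).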

AR downregulated genes involved in synaptic transmission, an adjustment that, together with the increase in dendritic complexity, would be predicted to influence cell-cell communication. In primary hippocampal neurons, arborization and synaptic density are reliant on sufficiency in ATP production^74^. Electrophysiological properties are also heavily influenced by ATP availability. Resting potential depends mainly on the potassium gradient, set up by the ATP-dependent Na^+^/K^+^-ATPase, and on the resting K+ conductance, set up by the number and function of K^+^ channels. Voltage clamp experiments revealed that Tau neurons had reduced maximum inward and outward currents, but following 24-h AR treatment, they had maximum inward and outward currents that matched WT. Differences in voltage-gated channel expression were not detected at the mRNA level, indicating that functional differences could arise from changes at the protein or posttranslational level^75^. 

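Voltage-gated channels were taken by symbol as the pore-forming subunits of sodium (Scn), potassium (Kcn) and calcium (Cacna1) channels. Between Tau and WT neurons, 0 of 56 tested genes passed an adjusted p of 0.05 (edgeR) with DMSO and 0 of 58 with AdipoRon, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05 in either. With AdipoRon, 6 of 57 channel genes passed in Tau neurons over all genes, all lower, and 8 adjusted over the list alone. In WT neurons 11 of 59 passed over all genes, 9 lower and 2 higher, and 14 adjusted over the list alone. Genes above the median of mean expression gave 2 in Tau and 5 in WT neurons. The log2 fold changes in Tau neurons in the authors' deposited table were -3.65 for Kcnv1, -2.23 for Kcnh4, -2.12 for Kcng3, -1.99 for Kcnh8, -1.75 for Kcna4 and -1.40 for Kcnf1. As a list, the potassium channels had an NES of -2.06 in Tau (26 of 38 lower, adjusted p = 1.1e-04, fgsea) and -2.14 in WT neurons (26 of 39 lower, adjusted p = 3.3e-05, fgsea). The sodium channels had an NES of -1.68 in Tau (9 of 9 lower, adjusted p = 0.017, fgsea) and -1.29 in WT neurons (adjusted p = 0.23, fgsea), and their difference between the genotypes did not pass (adjusted p = 0.61, fgsea). Calcium channels showed no direction, with 5 of 10 lower in Tau and 7 of 10 in WT neurons.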

Impaired K+ channel function would contribute to higher input resistance and less healthy resting potential, whereas impaired Na+ channel function would contribute to defects in active properties (spiking), all of which were observed for Tau neurons. Tau neurons were less capable of generating action potentials and had altered spike properties. AR moved several of these spike properties to align with WT neurons. Ion channel production, localization, and function are all energy-dependent processes, indicating that rescue may be occurring via the improvement of cell metabolic health and ATP availability. The neuroactive ligand-receptor interaction pathway was the most enriched AR-responsive pathway and was negatively regulated in both WT and Tau neurons. Adiponectin is largely thought to modulate cellular metabolism, so this finding was unexpected. The functional significance of this adaptation is not clear but may be linked to changes in action potential firing and the avoidance of excitotoxicity caused by increased neurotransmitter release.

In contrast to the Tau neurons, we observed little impact of APP/PS1 in neuronal passive or active intrinsic excitability; however, this lack of difference in intrinsic electrical properties does not preclude synaptic communication along neuronal networks being disrupted by extracellular plaques. For Tau neurons, the electrophysiological defects reported here are coincident with defects in metabolism, proteostasis, soma size, and dendritic architecture. The intersectionality of these cellular phenotypes is not known. The AR-directed clearance of NFT is associated with mitochondrial rescue, increased available ATP, and activation of proteostasis. One possibility is that AR activates a regulatory hub that encompasses each of these phenotypes. Along these lines, studies in non-neuronal cells show that small changes in mitochondrial function have a broad impact on cellular processes related to fuel preference, energy storage, growth, and homeostasis^37^. Perhaps changes in mitochondrial function that occur within 2 h are the trigger to induce changes in other cellular processes, or maybe other aspects of intracellular signaling induced by AR create the framework for a coordinated response.

Several recent papers indicate that AR is effective in ameliorating the impact of amyloid pathology in AD models in vivo^76^ and that loss of adiponectin exacerbates amyloid pathology in wildtype and AD mouse models^77–79^. AR has been associated with enhanced insulin signaling in amyloid mouse models^77,80,81^. In older human patients with AD, elevated adiponectin has been reported to be positively correlated with CSF amyloid levels^82^, and the “adiponectin paradox” describes elevated adiponectin in end-stage diseases, including diabetes, cardiovascular disease, and AD^83–86^. It is unclear whether the increase in circulating adiponectin is a driver of morbidity or a consequence of a failed feedback loop due to loss of adiponectin sensitivity. This paradox has only been described in humans, and to date, it is unclear if it will be found in model organisms. It is also unclear whether problems with receptor activation by the endogenous ligand as a function of chronic disease would extend to a pharmacological strategy.

Compared to amyloid models of AD, fewer studies document the impact of AR on tauopathy, but a beneficial effect has been reported^29^. The data shown here, although promising, are limited to primary cell culture. In reality, neurons operate in an environment of diverse cell types, each with the ability to support and influence neuronal function. It will be important to extend the work to in vivo models, where neuronal function is assessed in situ and as part of a community of cells. Another limitation is that our study did not include an analysis of Tau isoform expression. Alternate splicing produces different isoforms in humans that differ structurally and regionally in their accumulation in a disease-specific manner^87^, but none of that biology is interrogated in this study. Another consideration is that the use of the transgenic seeded neurons reflects the condition of tauopathy but cannot inform about the etiology of the condition. Finally, the treatment of primary Tau neurons with AR, having been inspired by studies of metabolic regulation in the context of caloric restriction, has demonstrated a broader beneficial effect than had been anticipated. Distinct cellular pathways are linked to adiponectin signaling here and involve critical kinases AMPK, GSK3b, and JNK, but the specific mechanistic connections and order in which they are recruited have not been established. Taken together, our data show that NFTs impinge on multiple aspects of neuronal health and function, and features such as mitochondrial metabolism, autophagy, and neuronal excitability can be harnessed in a coordinated manner through adiponectin receptor activation. Should our findings stand up in vivo, then a strategy to target adiponectin signaling could be relevant for the treatment of NFT. The stage is set for preclinical studies to determine the validity of this promising agent in mouse models of tauopathy and to confirm the conservation of efficacy as a function of age and disease progression.

## Methods

### Cell culture

Primary cortical neurons were isolated from the brains of P0 hTau P301S and APP/PS1 mice. Briefly, the cortices were harvested from pups into ice-cold HBSS, where the midbrain and meninges were removed. Brain tissue was minced and digested in 0.25% trypsin for 20 min at 37 °C. Trypsin was quenched with DMEM/10%FBS/1%Pen/Strep, and cells were dissociated and counted prior to plating on poly-d-lysine coated plates. Cultures were then fully changed to Neurobasal Plus Media (2% B27^+^, 1% GlutaMax, 1% Pen/Strep) the subsequent day. Upon the first change to Neurobasal media, neurons were treated with 1 μM AraC (cytosine arabinoside) to eliminate glial cell populations. Media was changed by ½ volume every 3–4 days until experiments. To induce neurofibrillary tau tangle accumulation in the P301S, transgenic neurons were seeded with 3 μg/mL of pre-formed fibrils (PFF) (StressMarq) on day 7 in vitro and then cultured for 18 days before analysis^23^. All primary neuron experiments were conducted between days 25–38 in vitro. APP/PS1 neuron cultures showed elevated levels of Aβ and, therefore, were not seeded with exogenous protein. For electrophysiology experiments, cells were cultured as described, except glial cells were maintained in culture by excluding AraC from the initial Neurobasal Plus Media addition. Because these are primary neurons and not immortalized cell lines, we employed a strategy where each cell was considered individually for data capture and subsequent analysis. For all experiments apart from the RNASeq, no less than two independent sessions were conducted using littermates within each session.

#### Drug treatments

Cells were treated with 10 μM AdipoRon or DMSO (vehicle control) prior to all experiments, as shown above. Treatment was accompanied by a 50% media change. For a 10-minute treatment, AdipoRon was added as a 5× solution diluted to a final 1× in the culture media. Compound C (Millipore Sigma; 171260) treatment was co-administered with AR during 50% media change as an 8 μM dose. SP600125 (MedChem Express; HY-12041) was co-administered with AR during 50% media change as a 10 μM dose. BAY-3827 was administered at a 1 μM dose. Lithium chloride (Sigma Aldrich; L7026) was administered for 24 h through a 50% media change at a final concentration of 15 mM.

### Immunofluorescence

Each imaging data capture experiment involved at least 5–7 individual cells per animal per treatment per session, with data reported from a minimum of two independent sessions. Immunofluorescence detection was conducted using standard techniques, and images were acquired using a Leica DMi8 inverted microscope equipped with an HCX PL Fluotar 100×/1.30 oil objective. Images were analyzed using ImageJ (NIH, Wayne Rasband, http://rsb.info.nih.gov/ij/). Cells were grown on glass coverslips coated with poly-d-lysine. Cells were fixed in 10% formalin for 10 min, permeabilized with 0.3% Triton X-100 in PBS for 1 h, and incubated with a primary antibody cocktail overnight. Primary antibodies used: MAP2 (ab5392; Abcam), AT-8 (MN1020; Thermo Scientific), MC-1 (Peter Davies lab), LC3b (ab48394; Abcam), p62 (23214; Cell Signaling Technologies), pGSK3b (Ser9) (9336; Cell Signaling Technologies), GSK3b (9832; Cell Signaling Technologies, pAMPK (Thr172) (2535; Cell Signaling Technologies), AMPK (2532; Cell Signaling Technologies), Tomm20 (ab56783; Abcam), pJNK (Thr183/ Tyr185 (9255; Cell Signaling Technologies), and JNK (9252; Cell Signaling Technologies). Lipid droplets were detected using HCS LipidTox Red following the manufacturer’s protocol (H34476; Thermo Scientific). Sholl analysis was conducted using the SNT plugin (https://imagej.net/plugins/snt/) for ImageJ.

### Western blotting

Cells were lysed, and protein was extracted in a modified RIPA buffer containing protease and phosphatase inhibitors (P8340 and 524624, respectively; Sigma-Aldrich, St. Louis, MO, USA). Proteins were detected by immunoblotting using standard techniques. Western blot densitometry was conducted in ImageJ to detect band intensity. All proteins were normalized to total protein in the lane detected by the Ponceau stain. Antibodies used were LC3b (ab48394; Abcam), LAMP2A (51-2200; Thermo Scientific), pTau AT-8 (MN1020; Thermo Scientific), and total Tau (10274-1-AP; Proteintech).

### RNA sequencing

RNA extraction was completed using a Direct-zol RNA kit (Zymo Research) according to the manufacturer’s instructions. Each RNA library was generated following the Illumina TruSeq RNA Sample Preparation Guide and the Illumina TruSeq RNA Sample Preparation. Purified total RNA was used to generate mRNA libraries using NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra RNA Library Prep kit for Illumina (Illumina Inc.). Quality and quantity were assessed using an Agilent DNA1000 series chip assay and Invitrogen Qubit HS Kit (Invitrogen), respectively. Sequencing reads were trimmed to remove sequencing adapters and low-quality bases, aligned to the mm10 reference genome using the STAR aligner, and alignments used as input to RSEM for quantification. Differential gene expression analysis was performed via EdgeR generalized linear model (GLM) method.

#### String analysis

Markov Clustering Algorithm (MCL) was used with an inflation parameter of 3. Active interaction sources used: Experiments, databases, co-expression, neighborhood, gene fusion, co-occurrence. The minimum required interaction score was 0.700.

### ATP luminescence assay

Relative ATP levels were quantified with the ATPlite assay (Perkin-Elmer). Luminescence was measured using an Infinite M200 microplate reader (TECAN). Neurons were cultured as above and treated with vehicle or AdipoRon (10 μM) for 12 h.

### JC-1 assay

Mitochondrial membrane potential was quantified with JC-1 dye (Invitrogen). Neurons were treated for 2 h and then incubated with 1 µg/mL JC-1 dye for 30 min. Cells were washed with PBS prior to fluorescence detection. Fluorescence was measured using excitation/emission wavelengths of 535/590 nm and 485/530 nm.

### qRT-PCR

Cells were treated as outlined above and RNA was collected 24 h after treatment. For NSC differentiation and primary neuron maturation, cells were lysed at day in vitro indicated above. Cells were lysed with Trizol and RNA was isolated using the Zymo Research Direct-zol RNA MiniPrep Kit. RT-qPCR was conducted using iTaq Universal SYBR Green Supermix (1725121, Bio-Rad).

### In vitro electrophysiology recordings

Recordings were performed on cultured neurons described above in Cell Culture. All recordings were done in an extracellular solution containing (in mM) 145 NaCl, 2.5 KCl, 1 MgCl_2_, 2 CaCl_2_, 10 HEPES, and 10 dextrose. The extracellular solution was adjusted to a pH of 7.3 with 5 N NaOH and 320–325 mOsm with sucrose. Whole-cell patch-clamp recordings were made using an upright microscope (Axioskop FS2, Zeiss) with infrared differential interference contrast optics. Patch pipettes pulled from thin-walled borosilicate glass (World Precision Instruments) had a resistance of 3–5 MΩ when filled with intracellular solution containing (in mM): 135 K-gluconate, 5 KCl, 0.1 EGTA, 10 HEPES, 2 MgATP, 0.3 Na_2_GTP, 0.25 CaCl_2_, and 20 Na_2_-phosophocreatine. The intracellular solution was adjusted to a pH of 7.2 with 5 N KOH and 310–315 mOsm with H_2_O. Recordings were done using an Axopatch 200B or MultiClamp 700B amplifier (Axon Instruments), filtered at 5 kHz using a 4-pole Bessel filter, and digitized at 10 kHz using a Digidata 1320 A or 1322 A analog-digital interface (Axon Instruments). Data were acquired to a Power Mac G4 (Apple) using Axograph X v1.5.4 (Axograph.com). Input resistance, series resistance, and capacitance were assessed from the fit of the current responses to −5 mV pulses while holding the potential at −60 mV. Three protocols were run on each cell: a voltage-clamp and two current–clamps, one run from the cell’s resting potential and another run from holding the cell at −60 mV. The voltage–clamp protocol was performed from holding cells at −60 mV. The current clamp protocol consisted of 20 pA current steps spaced between −100 and 480 pA, repeated five times. Neuronal recordings that were used for analysis were stable across the entire recording session, as measured by monitoring consistent series resistance and resting potential. All spike analysis was performed in MATLAB vR2022b with custom scripts. Scripts are publicly available at https://github.com/DannyLasky/PatchClamp.

#### Electrophysiology data analysis

Resistance, capacitance, and resting potential were assessed initially and following each of the protocols. Spikes were detected by an upward slope that crossed 30 mV/ms, followed in the next 10 ms by a downward slope that crossed −15 mV/ms. Each spike was additionally required to pass above 0 mV. Spontaneous and rebound spikes were omitted from the analysis, which were collectively defined as spikes occurring outside of a depolarizing current application window. Additional computations were performed when analyzing the first spike fired at rheobase, which is defined as the minimum current application necessary to elicit a spike. The maximum in the second derivative was found within a window spanning from the 30 mV/ms up the cross, used for our spike detection, to 3 ms prior. This effectively located the greatest curvature of the spike, a marker of spike initiation. We defined the voltage of the original signal at this time point as “threshold,” the voltage at which the cell fired action potentials. The end of the spike was defined as when the spike crossed back under the threshold. Latency was defined as the time from the beginning of the current application to the spike threshold. We computed spike amplitude as the voltage from the threshold to the peak of the spike. Finally, we defined spike width as the full width at half amplitude. On rare occasions (<1% of data), a first spike fired at rheobase did not cross back under its threshold. In this case, width could not be computed, so the spike was excluded from the additional calculations.

Voltage-clamp traces were leak subtracted. The smallest negative step (−10 mV) was used as the best measure of passive current flowing through leak channels and capacitance. The current at this voltage step was scaled in a linear ohmic manner dependent on the voltage applied and then subtracted from the original signal. Following leak subtraction, the traces were zeroed using the current prior to applying a voltage step. Maximum inward and outward currents were computed from the first 10 ms following voltage application. Steady-state currents for the IV curves were computed from the average current in the last third of the voltage application. Importantly, these voltage-clamp data were not space-clamped and did not properly account for the arborization of neurons. No liquid junction offsets were applied.

### Statistics

All data capture experiments were conducted in samples derived from a minimum of four pups per genotype unless otherwise noted. For all experiments apart from the RNASeq, at least two independent sessions were conducted using littermates within each session. Each image-based data capture experiment involved at least five individual cells per animal per treatment per session. Because these are primary neurons and not immortalized cell lines, we employed a strategy where each cell was considered individually for data capture and subsequent analysis. Outliers were identified by ROUT using a threshold of *Q* = 0.05. Typically, datasets involving two groups were analyzed by unpaired Student’s *t*-test and for datasets with three groups, Brown–Forsythe and Welch one-way ANOVA was used. For datasets with four groups, two-way ANOVA with Tukey’s Multiple comparisons test was used. Sholl analyses were statistically assessed by a two-way ANOVA of the area under the curves. Data for intrinsic excitability (Fig. 4, Fig. S5) and rheobase parameters (Fig. 5, Fig. S6) were non-normal and analyzed appropriately with Kruskal–Wallis and post-hoc Dunn’s tests for the Tau data and Mann–Whitney *U* tests for the APP/PS1 data. Data for spike count across the current step, maximum inward and outward currents, and IV curves were analyzed with repeated measures of two-way ANOVA with Geisser–Greenhouse correction^88^ and post-hoc Tukey tests. One or more spikes and exactly one spike data were analyzed via *F*-test, fitting one-phase association curves through the origin to one plus spike plots and fitting lines through the origin to exactly one spike plot. The equation for these curves is Y = Plateau * (1 − exp(−K*x)). For all statistics, *p* < 0.05 was defined as significant. Asterisks on figures denote significance levels: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Data accessibility

All RNA sequencing data from this study are deposited in the GEO repository (GSE255813). The source data underlying all figures, including uncropped images of immunoblots, can be found in the supplemental information (Fig. S8). All other datasets are available from the corresponding author upon reasonable request.

## Supplementary information

Supplementary Information

Table S1

Description of Additional Supplementary Files

Supplementary Data

Reporting summary

# Supplementary material for: Reversal of neuronal tau pathology via adiponectin receptor activation
**Source:** Commun Biol. 2025 Jan 4;8:8. doi: 10.1038/s42003-024-07391-z
**Supplement:** Supplementary file 1 — Supplementary Information

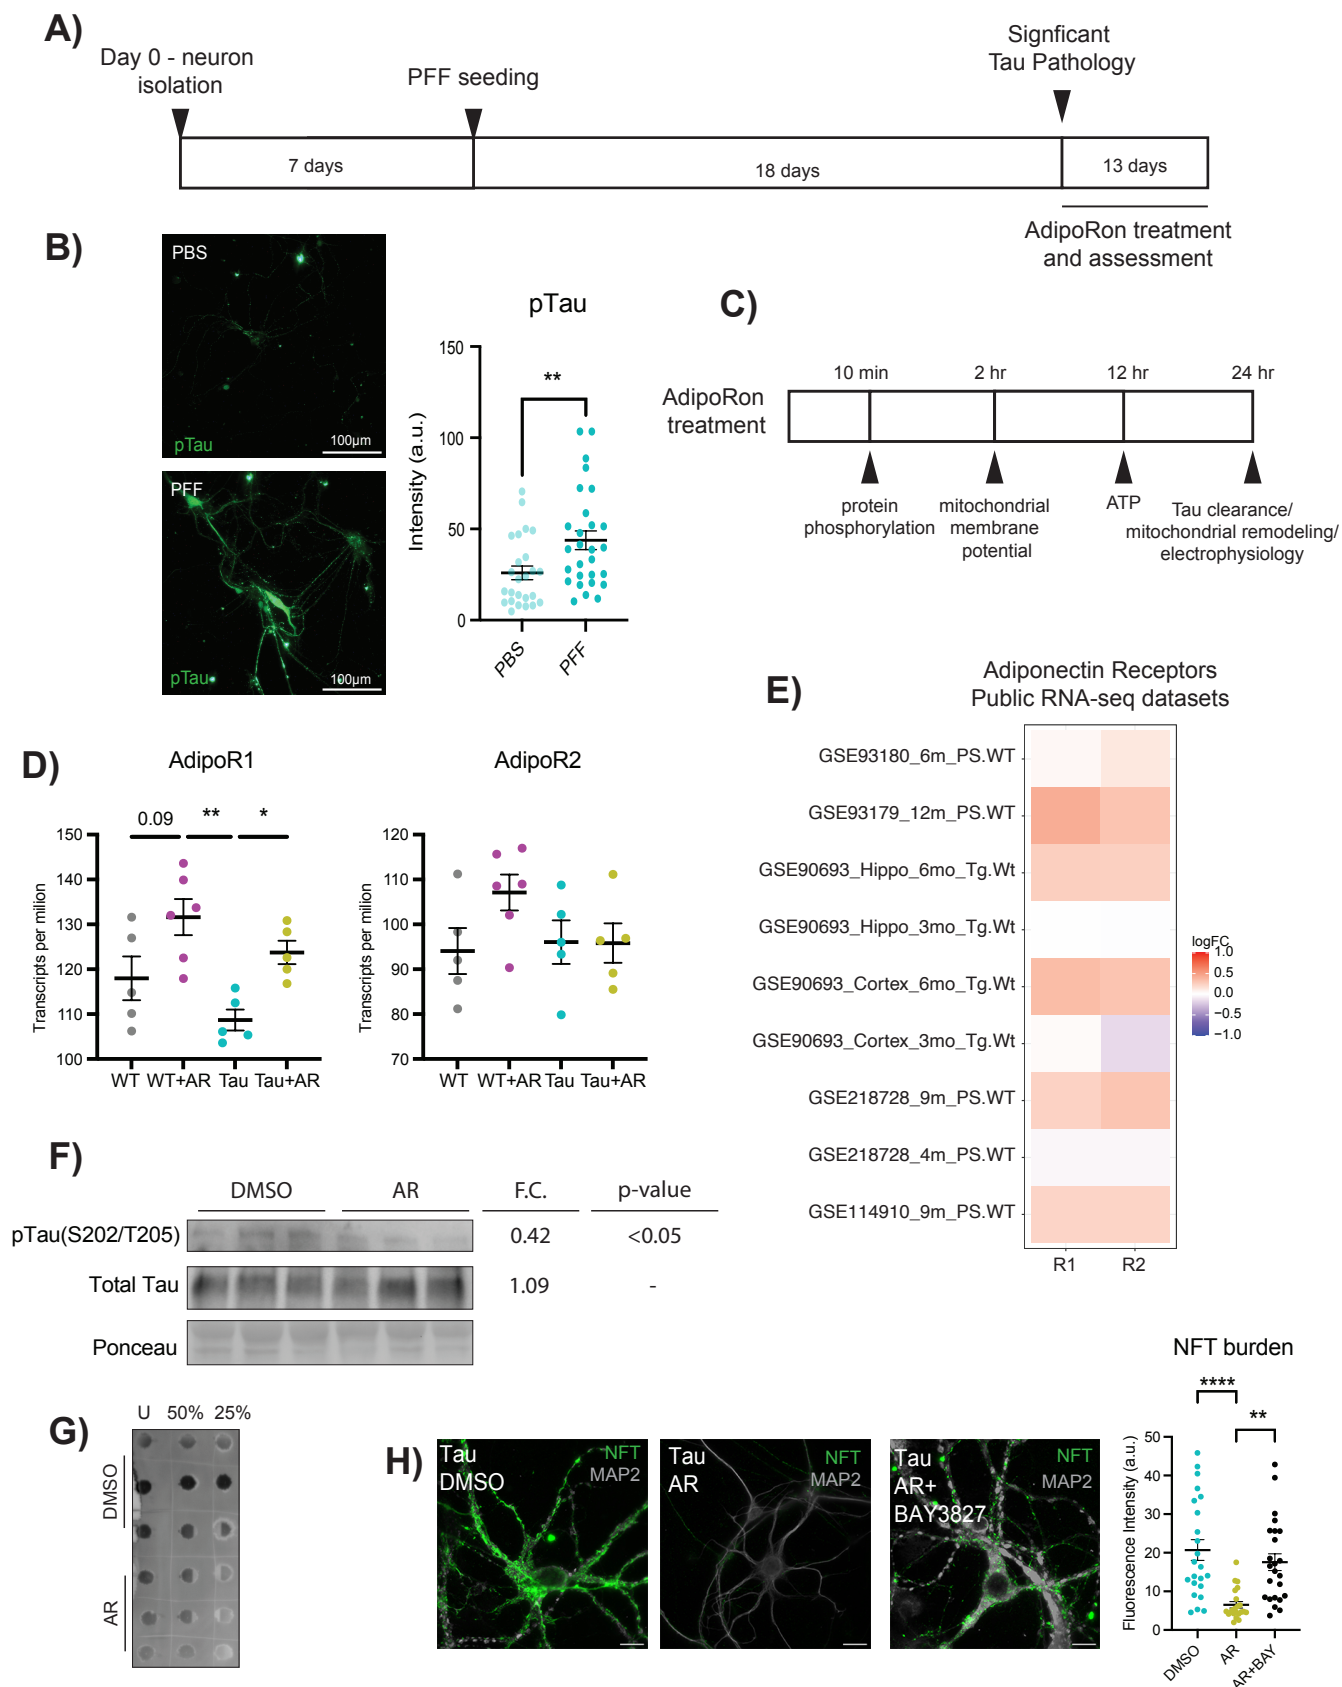

Figure S1 (related to Fig.1): A. Schematic of neuron culture timeline. B. Immunofluorescence of phosphorylated tau (AT-8) in Tau neurons seeded with PFF or PBS control (n = 3 mice per treatment, n=25–28 neurons per treatment) scale bar 100µm. C. Schematic of AdipoRon treatment times used in this paper. D. Adiponectin receptor expression from the RNA-seq dataset (n = 5-6 mice per treatment per genotype). E. Heatmap of adipor1/2 expression in publicly available RNA-seq datasets. F. Western blot of pTau detected in DMSO or 10µM AR-treated Tau neurons (n=3 mice per treatment). G. Immunofluorescence of NFT in Tau neurons following 24-hour treatment with 10µM AR ± 1µM AMPK inhibitor BAY3827 (n = 3 mice per treatment, n = 22-24 neurons per treatment). Significance determined by Student's t-test with Welch's correction or two-way one-way ANOVA with Tukey's multiple comparisons test. Data shown as mean ± SEM.

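Fig. S1D draws on the same RNA-seq dataset. The caption names a t-test or ANOVA for the figure as a whole and does not mention edgeR or say which test applies to this panel. A t-test or ANOVA needs values per sample, which were not used here. With AdipoRon in both genotypes, the authors' deposited table gives Adipor1 a log2 fold change of -0.03 and Adipor2 a log2 fold change of -0.09 in Tau against WT neurons. The recovered 95% confidence intervals ran from -0.46 to 0.40 and from -0.62 to 0.44. The adjusted p over the list alone of these 2 receptors was 0.898 (edgeR likelihood-ratio test, Benjamini-Hochberg).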

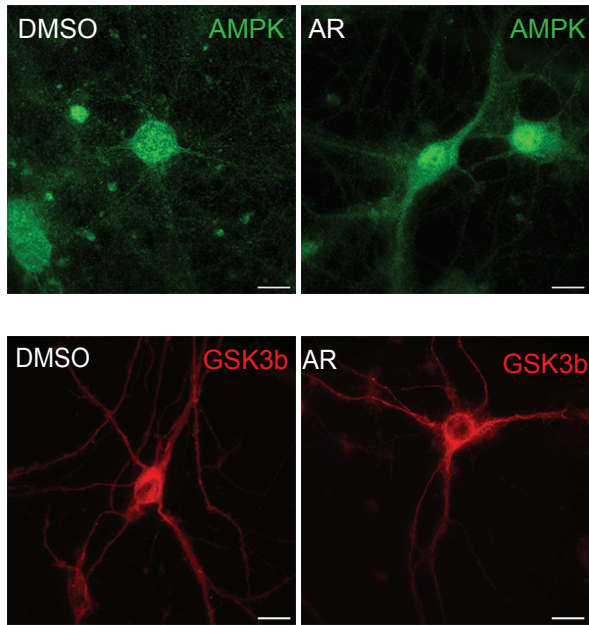

Figure S2 (related to Fig.1): Representative immunofluorescence images of total protein levels of AMPK and GSK3b. Quantification is shown in Fig 1.

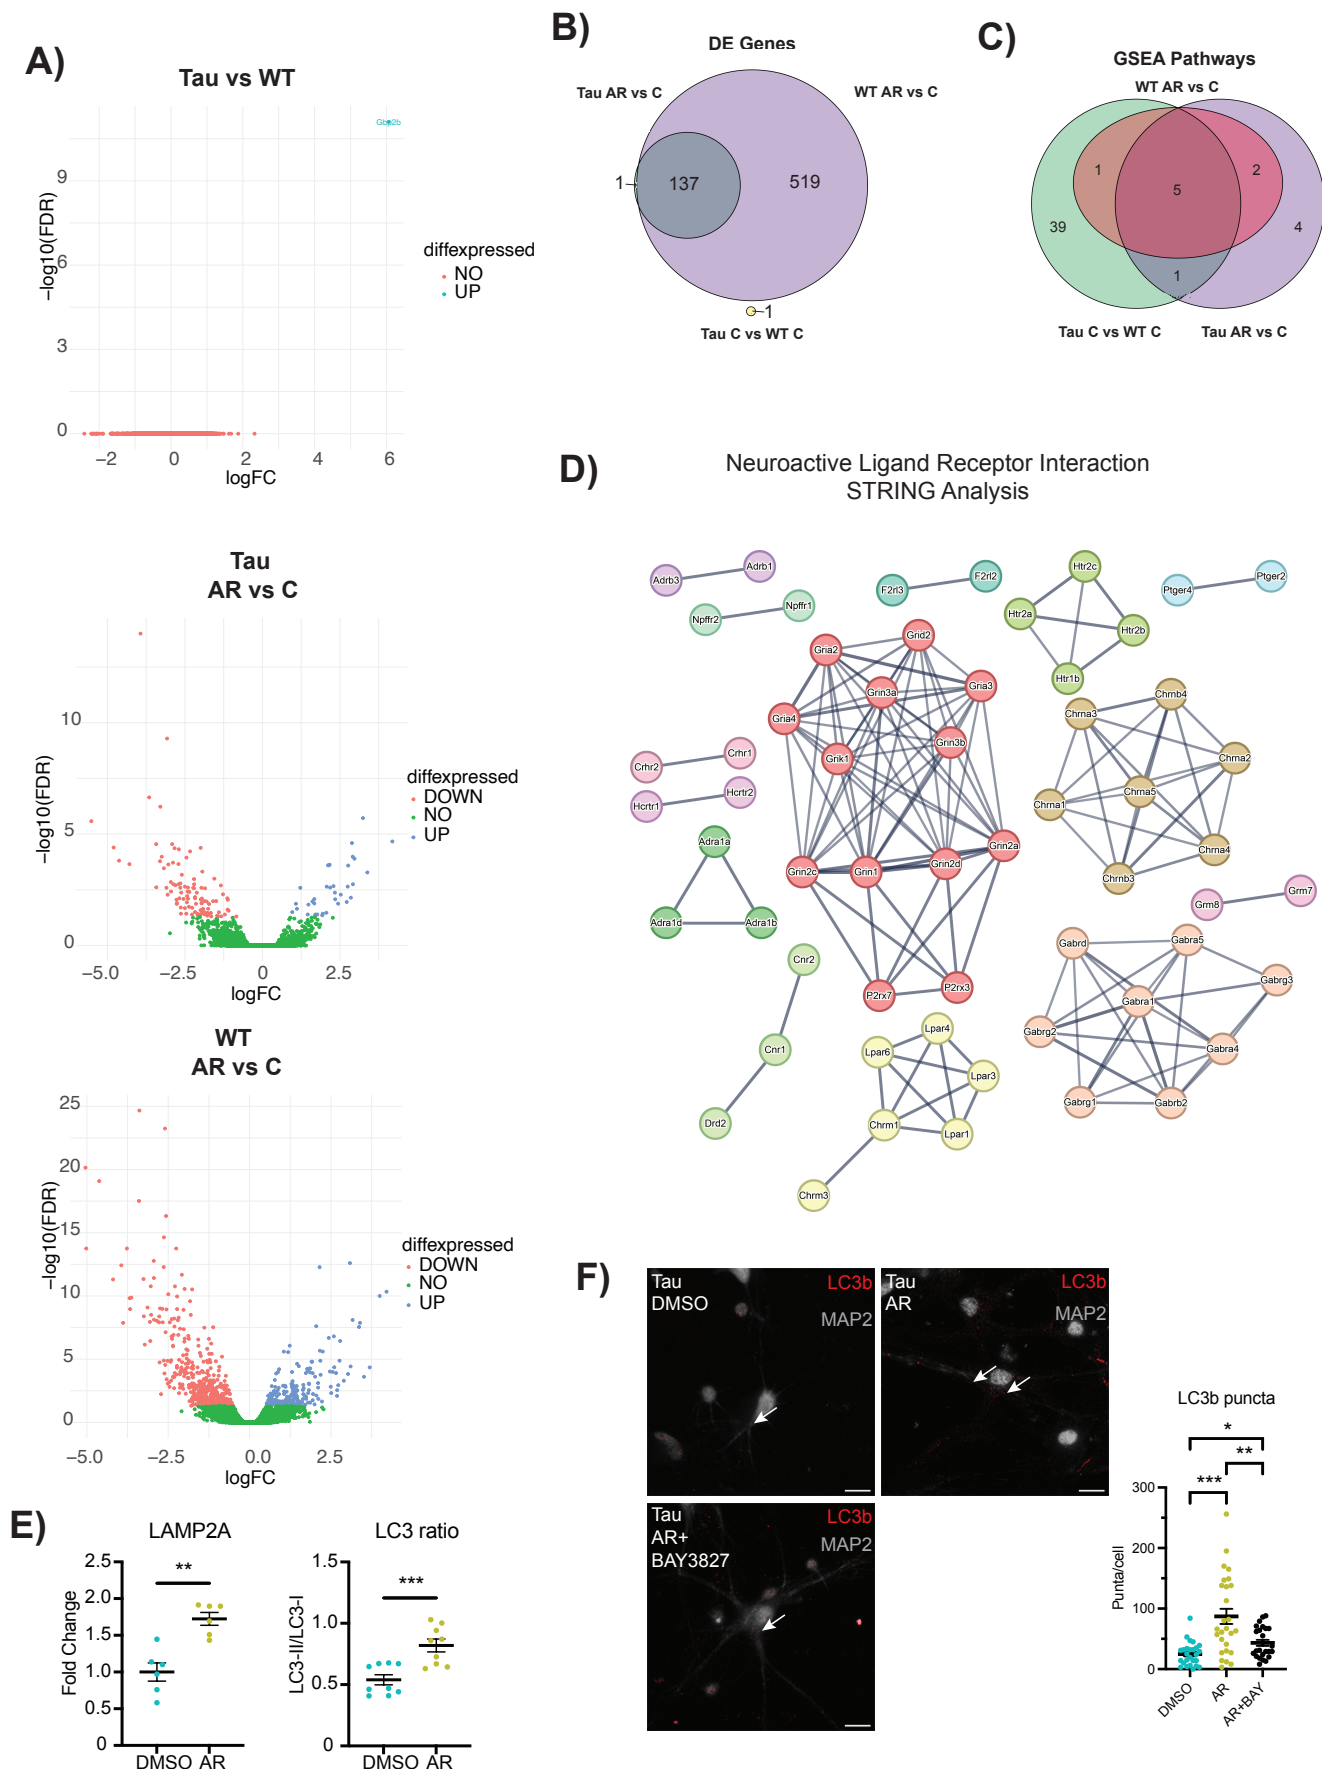

Figure S3 (related to Fig.2): A. Volcano plots displaying the differentially expressed genes in RNAseq data. B. Venn diagram showing overlap between differentially expressed genes in the three comparisons above. C. Venn diagram showing the overlap between enriched KEGG pathways in the three comparisons above. D. Complete STRING diagram from the Neuroactive Ligand Receptor interaction pathway. Related to Fig.2C. E. Quantification of western blots shown in 2G. F. Immunofluorescent detection and quantification of autophagosome marker LC3b in Tau neurons after 24-hour treatment with 10  $\mu$ M AdipoRon  $\pm$  1  $\mu$ M BAY-3827 (n=3 mice per treatment, n=25-27 neurons per treatment).

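The overlap of AdipoRon-responsive genes was recomputed at other thresholds. At an adjusted p of 0.01 (edgeR), 78 genes passed in both Tau and WT neurons, and at 0.1 there were 177. Genes tested in all 4 tables gave 123, and those above the median of mean expression gave 41. In each case all of the shared genes moved in one direction in both genotypes.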

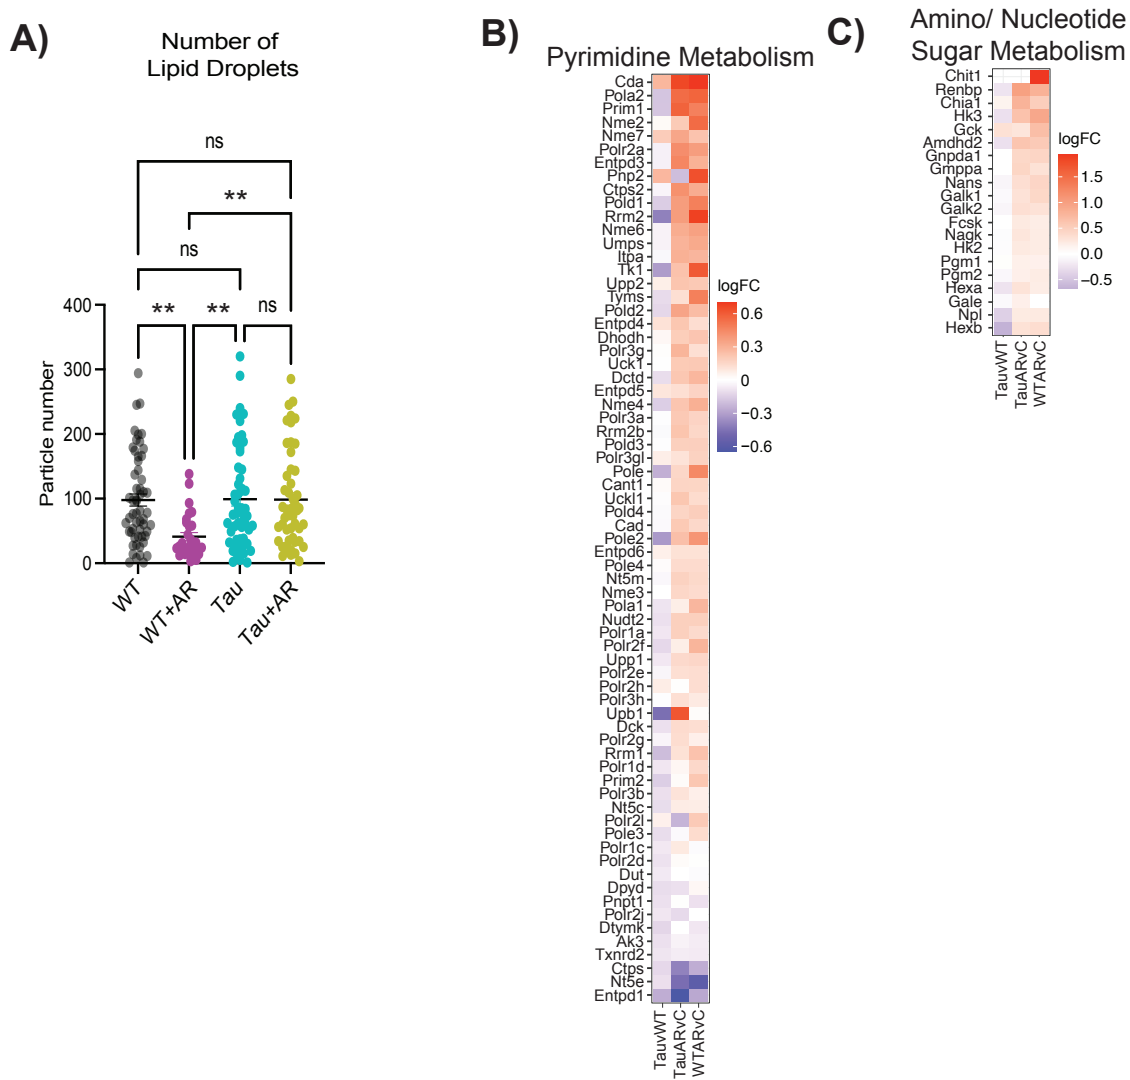

Figure S4 (related to Fig.3): A. Quantification of lipid droplet number from neurons shown in Fig.3I. Data shown as mean  $\pm$  SEM. Heatmaps of B. pyrimidine metabolism and C. amino/ nucleotide sugar metabolism identified via GSEA pathways in AR-treated WT and Tau neurons.

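The labels of Fig. S4B give 69 pyrimidine metabolism genes, and those of Fig. S4C give 20 genes of amino and nucleotide sugar metabolism, both chosen in the study on these samples. With AdipoRon, 59 of 69 pyrimidine metabolism genes rose in each genotype, with a median log2 fold change of 0.15 in Tau and 0.17 in WT neurons. Their NES was 2.12 in Tau (adjusted p = 1.1e-05, fgsea) and 2.23 in WT neurons (adjusted p = 1.5e-06, fgsea). All tested amino and nucleotide sugar genes rose, 19 in Tau (median 0.30, NES 2.25, adjusted p = 2.4e-05, fgsea) and 20 in WT neurons (median 0.34, NES 2.17, adjusted p = 1.8e-05, fgsea). The chitinase gene Chit1 was the only one of these genes to pass an adjusted p of 0.05 (edgeR), in WT neurons and both over all genes and adjusted over the list alone, at 1.94 (standard error 0.54) in the authors' deposited table. In Tau neurons, 0 pyrimidine and 3 sugar metabolism genes had an unadjusted p under 0.05, against 5 and 5 in WT neurons.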

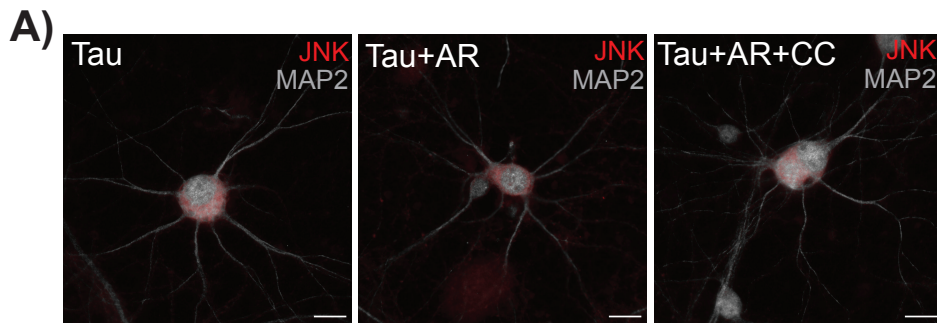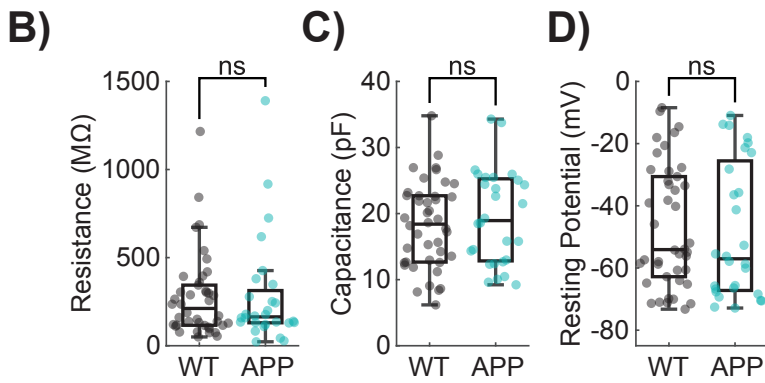

Figure S5 (related to Fig.4). A. Representative immunofluorescence images of total protein levels of JNK, with quantification shown in Fig.4D. Passive excitability including B. resistance, C. capacitance, and D. resting potential for APP/PS1 and WT neurons shown as median  $\pm$  IQR. Mann–Whitney U tests. WT: 42 neurons, APP/PS1: 28 neurons.

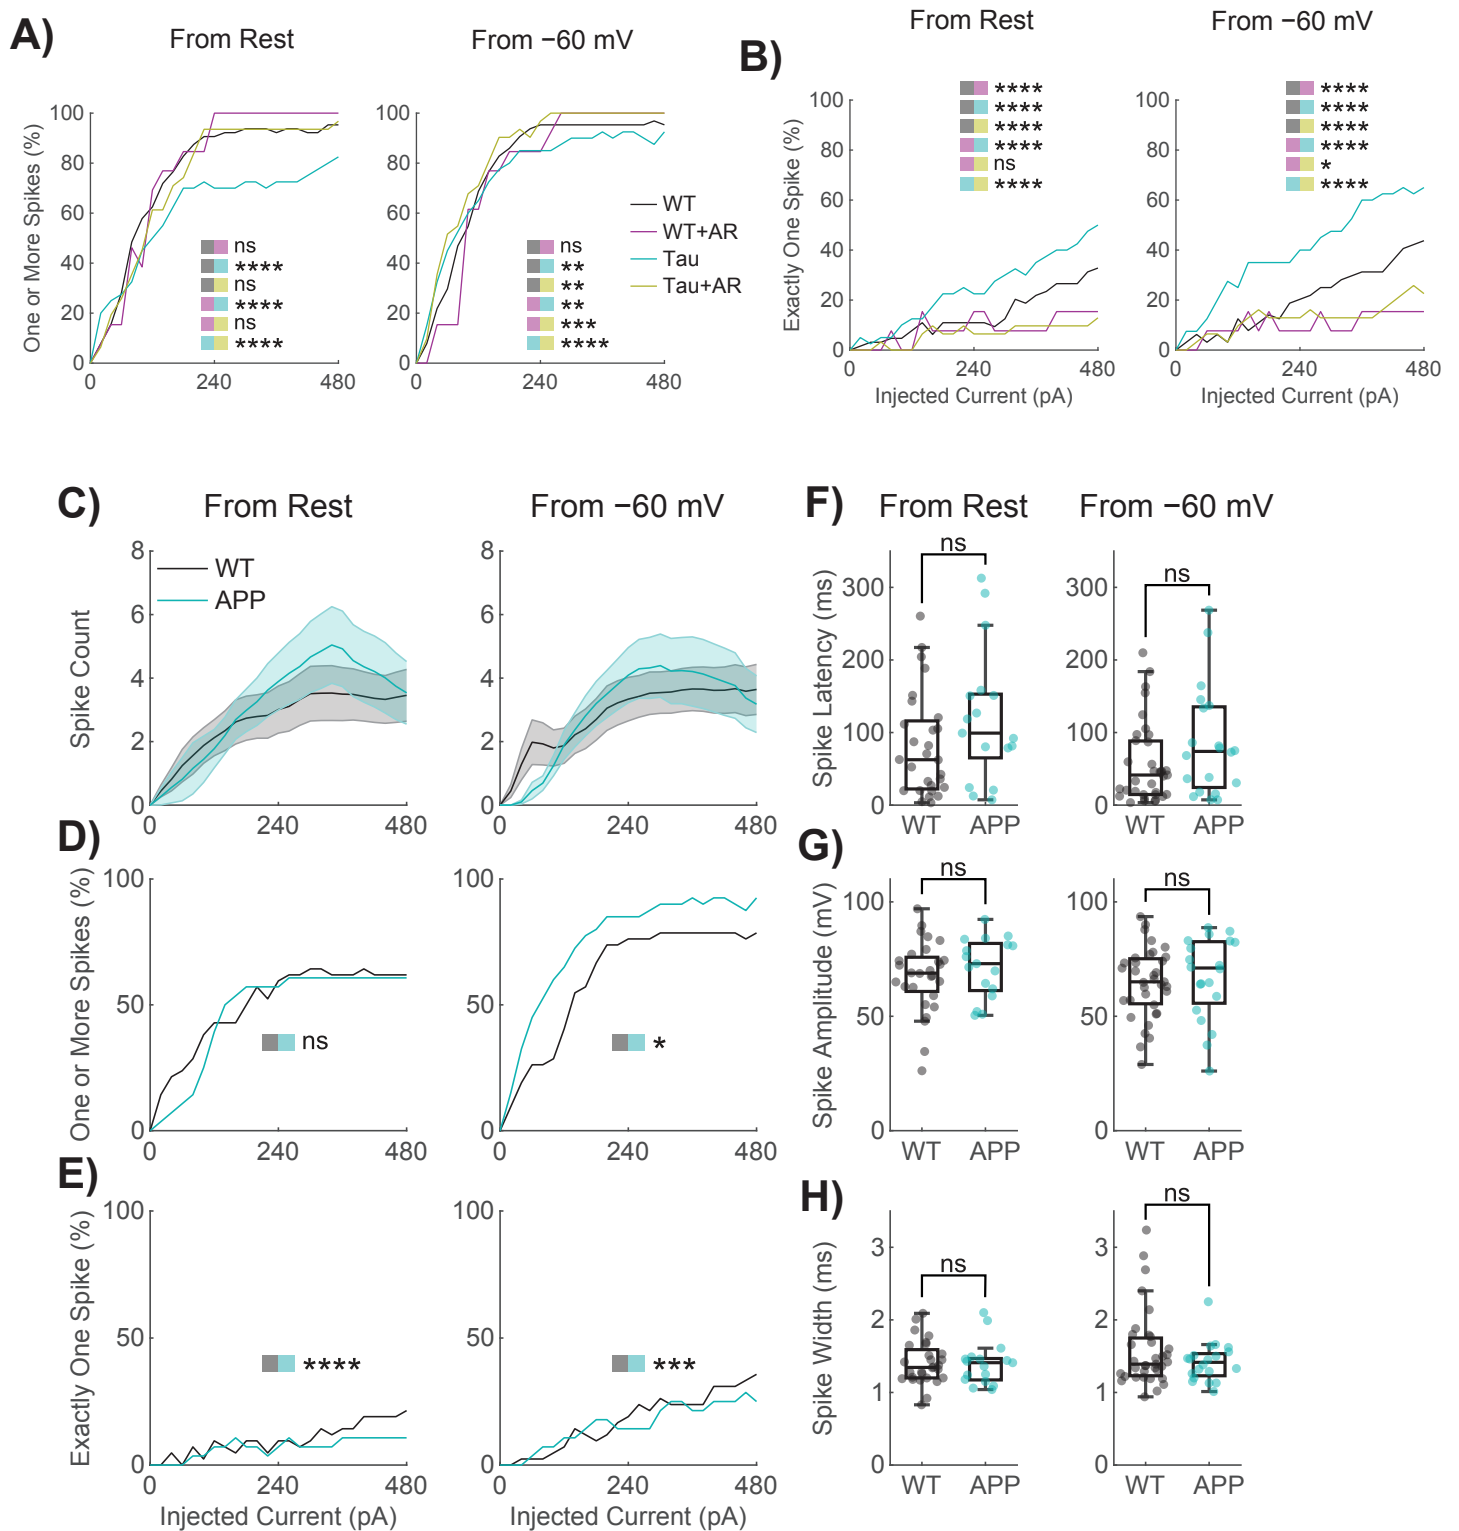

Figure S6 (related to Fig.5): A. The percentage of cells firing one or more spikes or B. exactly one spike. Significance between groups is displayed as paired colored blocks. Sample sizes are WT: 64 neurons, WT+AR: 13 neurons, Tau: 40 neurons, Tau+AR: 31 neurons. C. Action potential spike counts for APP/PS1 and WT neurons were measured in response to 30 stepwise current applications of 20pA from -100-480pA for each cell from rest (left) and from -60mV (right). Repeated measures two-way ANOVA with Geisser-Greenhouse correction and post-hoc Tukey tests. Mean  $\pm$  SEM. D. The percentage of cells firing one or more spikes or E. exactly one spike was measured across current steps. Significance between groups is displayed as paired colored blocks. Sample sizes for C-E are WT: 42, APP/PS1: 28. Rheobase spike F. latency, G. amplitude, and H. width for the first spike fired at rheobase collected from current-clamp protocols performed from rest (left) and from -60mV (right) median  $\pm$  IQR. Mann-Whitney U tests. Sample sizes for F-G are WT: 28 neurons, APP: 17 neurons from rest and WT: 35 neurons, APP/PS1: 20 neurons from -60 mV. \*  $p < 0.05$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

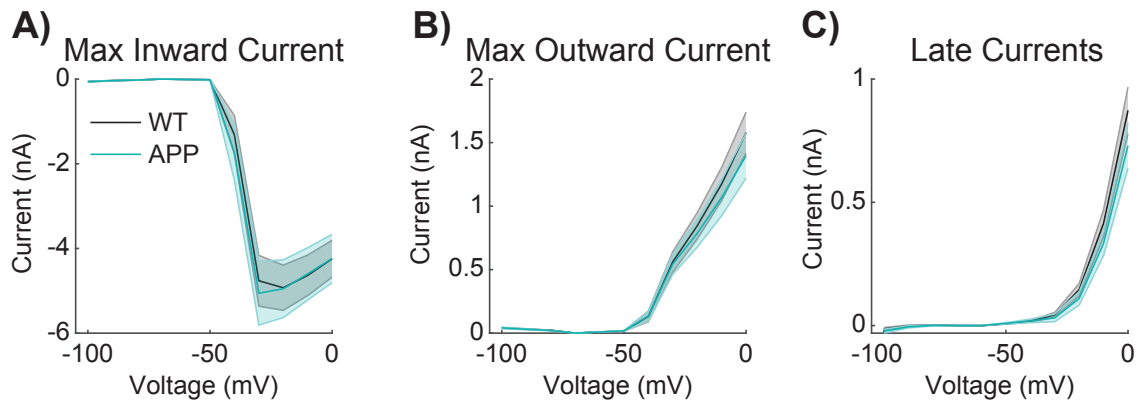

Figure S7 (related to Fig.6): Stepwise voltage injections of 10mV from 0–100mV showing A. the maximum inward current, B. outward current, and C. IV curve (C) in APP/PS1 and WT neurons. Statistics were performed using repeated measures two-way ANOVA with Geisser–Greenhouse correction and post-hoc Tukey tests. Error bars are SEM. Sample sizes are WT: 42 neurons and APP/PS1: 28 neurons.

Fig 2G - LAMP2A

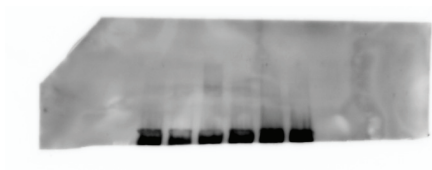

Fig 2G - LC3

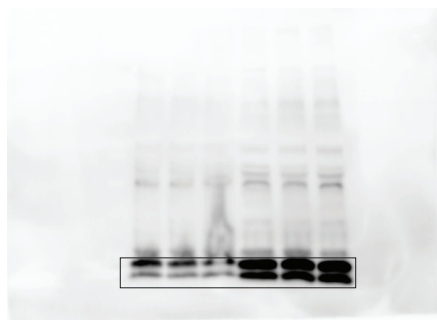

Fig S1F - pTau

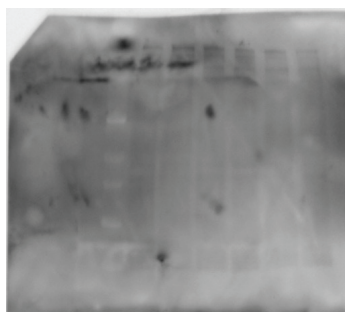

Fig S1F - Total Tau

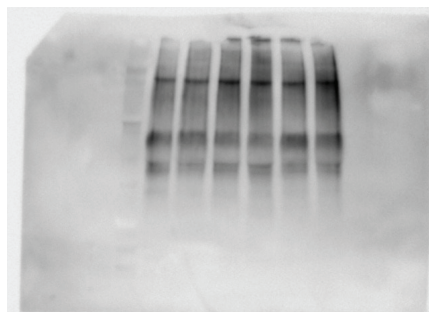

Figure S8. Raw western blot images for figures 2 and S1.

Table S1. Differentially expressed genes detected by RNA seq in WT and Tau neurons treated with AdipoRon.  
- uploaded separately in an excel file.

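Each table of comparisons gives a gene's log2 fold change, its mean log2 CPM, the likelihood ratio of a model with and without the compared term, the p-value and the false discovery rate. P-values recomputed from the likelihood ratios differed from the authors' by at most 0.44% of their value in any of the 4 tables, and recomputed false discovery rates by at most 4.0e-05.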

| Voltage clamp measurement | Main group effect                     | Main Voltage effect                       | Group x Voltage interaction effect      |
|---------------------------|---------------------------------------|-------------------------------------------|-----------------------------------------|
| Maximum Inward Current    | $F_{(3,144)}=6.227$ ,<br>$p=0.0005$   | $F_{(1.827,263.1)}=298.8$ ,<br>$p<0.0001$ | $F_{(30,1440)}=4.709$ ,<br>$p<0.0001$   |
| Maximum Outward Current   | $F_{(3,144)}=8.721$ ,<br>$p<0.0001$   | $F_{(1.174,169)}=450.3$ ,<br>$p<0.0001$   | $F_{(30,1440)}=7.820$ ,<br>$p<0.0001$   |
| IV Curve                  | $F_{(3,144)} = 7.269$ ,<br>$p=0.0001$ | $F_{(1.132,163)} = 258.2$ , $p<0.0001$    | $F_{(30,1440)} = 6.175$ ,<br>$p<0.0001$ |

Table S2. AdipoRon changes voltage-gated channel activity in Tau neurons.

# Supplementary material for: Reversal of neuronal tau pathology via adiponectin receptor activation
**Source:** Commun Biol. 2025 Jan 4;8:8. doi: 10.1038/s42003-024-07391-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File name: Supplementary Data

Description: Source data for all figures and supplemental figures

# Supplementary material for: Reversal of neuronal tau pathology via adiponectin receptor activation
**Source:** Commun Biol. 2025 Jan 4;8:8. doi: 10.1038/s42003-024-07391-z
**Supplement:** Supplementary file 5 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

RNA expression data was analyzed from multiple publically available datasets. The GEO accession id's are: GSE93180, GSE93179, GSE90693, GSE218728, GSE114910.

Data analysis

Sequencing reads were trimmed to remove sequencing adaptors and low-quality bases, aligned to the mm10 reference genome using the STAR aligner, and alignments used as input to RSEM for quantification. Differential gene expression analysis was performed via EdgeR generalized linear model (GLM) method. GSEA analysis was conducted using standard R packages (fgsea). STRING analysis was conducted using <https://string-db.org/>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All RNA sequencing data from this study are deposited in the GEO repository (GSE255813). All other datasets are available from the corresponding author upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

*Describe how sample size was determined, detailing any statistical methods used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.*

### Data exclusions

Outliers were identified by ROUT using a threshold of  $Q = 0.05$ .

### Replication

All data capture experiments were conducted in samples derived from a minimum of four pups per genotype unless otherwise noted. For all experiments apart from the RNASeq, at least two independent sessions were conducted using littermates within each session. Each image-based data capture experiment involved at least five individual cells per animal per treatment per session.

### Randomization

All experiments for this paper were conducted in primary cell culture. Within an experimental session littermates were used to make genotype comparisons. For each drug treatment, samples from the same animal were used in each treatment.

### Blinding

For all electrophysiology experiments, the experimenters conducting the recordings were blinded to the genotypes of the animals until recordings were finished. The imaging experiments were not blinded due to the experimenter isolating and conducting the genotyping prior to the experiment in order to ensure both genotypes were included.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Primary antibodies used: MAP2 (ab5392; Abcam), AT-8 (MN1020; Thermo Scientific), MC-1 (Peter Davies lab), LC3b (ab48394; Abcam), p62 (23214; Cell Signaling Technologies), pGSK3b (Ser9) (9336; Cell Signaling Technologies), GSK3b (9832; Cell Signaling Technologies), pAMPK (Thr172) (2535; Cell Signaling Technologies), AMPK (2532; Cell Signaling Technologies), Tomm20 (ab56783; Abcam), pJNK (Thr183/ Tyr185 (9255; Cell Signaling Technologies), and JNK (9252; Cell Signaling Technologies).

Validation

All antibodies used have been validated for specificity by their manufacturers.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Primary cortical neurons were isolated from the brains of P0 hTau P301S and APP/PS1 mice.

Wild animals

*Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.*

Reporting on sex

*Indicate if findings apply to only one sex; describe whether sex was considered in study design, methods used for assigning sex. Provide data disaggregated for sex where this information has been collected in the source data as appropriate; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex-based analyses where performed, justify reasons for lack of sex-based analysis.*

Field-collected samples

*For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

Ethics oversight

All animal protocols were approved by the Institutional Animal Care and Use Committee at the University of Wisconsin, Madison.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

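RNA had been sequenced from 21 cultures of primary cortical neurons: 5 Tau with DMSO, 5 Tau with AdipoRon, 5 WT with DMSO and 6 WT with AdipoRon. Samples were grouped by the genotype and treatment in their deposited labels. The 4 tables that the authors deposited compare Tau with WT neurons under DMSO, AdipoRon with DMSO in Tau neurons, AdipoRon with DMSO in WT neurons, and Tau with WT neurons under AdipoRon. Values per sample were not used here, so the depth of each sample is unknown, and no model was fitted to counts, no animal was paired and no sample was left out.

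According to the authors' methods, reads were trimmed, aligned to mm10 with STAR, quantified with RSEM and compared with a generalized linear model in edgeR. The paper's results name GRCm39 instead, and the authors' tables are named after Rsubread. The authors give the fold change and the mean expression of each gene as log2 values from edgeR, the latter in log2 CPM (counts relative to library size), and do not state how libraries were normalized or genes filtered. The test score in the authors' deposited tables is the likelihood ratio of edgeR's model. The p-value of each gene and its false discovery rate are also as the authors deposited them. Other identifiers in the deposited tables are Entrez gene numbers, which the authors left blank for 666 to 795 genes per table.

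P-values were recomputed from the likelihood ratios (chi-square with 1 degree of freedom) and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The standard error of a log2 fold change was recovered as its absolute value divided by the square root of the likelihood ratio, which is approximate because the authors' edgeR fold changes contain a prior count. Precision is given as the median standard error of genes with a log2 CPM over 4, and confidence intervals cover 95%. The difference between the AdipoRon responses of the genotypes was tested as a z score from both standard errors, since these comparisons share no sample. Correlations between comparisons that share samples are given beside 100 simulations with no effect, which take all cultures as independent although samples of one animal were used in each treatment.

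Lists of genes were tested with fgsea 1.28.0 (multilevel, at least 3 tested genes) on genes ranked by the signed square root of the likelihood ratio. There were 26 lists of genes by name, read from figure labels or written by hand, and 14 families taken by symbol, of which 32 were pathway, receptor, channel or activity lists and 8 were cell type markers. P-values were adjusted within each of these 2 groups for each comparison. KEGG sets were not used here, and Reactome sets of 15 to 500 genes were tested as an alternative. Of 15717 protein-coding genes in the reference, every window of 50 bases (step 5) along the canonical transcript was searched for elsewhere in the genome. Lists were also compared with 10000 random lists matched on transcript length and GC content, or on mean expression, in 10 bins per property. Neighbours of Gbp2b were the 10 nearest tested genes on each side, compared with 10000 runs of neighbouring genes.

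The alternatives were adjusted p-values of 0.01 and 0.1, a log2 fold change of at least 1, Benjamini-Yekutieli adjustment, the 19399 genes in all 4 tables, genes above the median of mean expression, Spearman correlation, ranking by log2 fold change, cameraPR of limma 3.58.1 with correlations between genes of 0.01 and 0.05, lysosome lists without 12 genes enriched in microglia, and 5 or 25 neighbours on each side. These alternatives, the tests at the paper's claims, the lists and the rule for named genes were set before the data were examined, although parts of Table S1 had been seen when the activity and marker lists were written. Chosen after seeing the data were the division of z scores by their robust SD, the exchange of standard errors between the AdipoRon comparisons, the removal of genes with more than 25% of their windows elsewhere, the list tests on the difference between the AdipoRon responses, and the tests of explanations other than those of translation factors and of the neighbours of Gbp2b. The test of sex-linked genes took the place of one set earlier, which asked whether they moved beyond their standard errors. The shares of sequence found elsewhere, processed copies, gene types and lengths had been looked at before tests on them were written, 2 definitions of transcript length were tried, and the limits for judging those tests were set after values had been seen.

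Genes named are those that the paper's text names, Mapt and Prnp, the 3 largest rises and falls of each AdipoRon comparison among genes past the threshold in both, every gene past it in a comparison with at most 5 such genes, genes past it in Tau but not WT neurons, and the largest rise and fall of each list in the paper's figures. Any other gene was chosen after its values were seen. Some members of the receptor clusters are not reported here by name. Pbp2 and Pdcd1 were not analysed here, nor was Ucn in Tau neurons with AdipoRon or Gbp2b in WT neurons with AdipoRon.

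The tests were checked on simulated data. Of 19000 simulated genes, the test of the difference called 200 of 200 changed and 11 unchanged genes. Both fgsea and cameraPR called 1 of 1 shifted and 0 of 30 unshifted lists among 16000 simulated genes. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3.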

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

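Of the tests below, that of translation factor genes was chosen before the result was seen, and all others only after it. Each pattern was found and tested on the same data and stays a hypothesis.

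The response of cytosolic ribosomal protein genes to AdipoRon differed between Tau and WT neurons, with an NES of -2.95 in a test of the difference itself (adjusted p = 9.3e-42, fgsea). Transcript length and GC content are argued against as the cause, since with AdipoRon the median log2 fold change of these genes in Tau against WT neurons was -0.584, outside the -0.096 to -0.010 that held 95% of matched lists. Joint regulation of translation mRNAs would also move translation factors, whose median was -0.0387 in the same comparison, inside the -0.044 to 0.051 of lists matched on mean expression. In the difference between the AdipoRon responses, these factors did lie outside matched lists, at -0.025 against -0.0071 to 0.059. Reads shared with near-identical copies could not be the whole cause, since other protein-coding genes with over 50% of their windows elsewhere had a median of only -0.105, against -0.673 for 33 such ribosomal protein genes, and without genes with over 25% of their windows elsewhere the difference kept an NES of -2.57 (24 genes, adjusted p = 1.7e-09, fgsea). Nor did reads move from these genes to their processed copies, whose median was -0.649, the same direction as their parents (-0.517). A different share of male and female pups moves no gene further than those that 1 sex alone expresses, and the lowest log2 fold change of Xist and 4 Y-linked genes was -0.117 (Ddx3y, standard error 1.15) between Tau and WT neurons with AdipoRon. This takes the authors' fold changes as ratios of group means, since the standard errors alone exclude nothing.

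What stays open for the ribosomal protein genes is partial sharing of reads, since their fold change followed the share of windows found elsewhere (Spearman -0.386 across 83 genes, p = 3.1e-04, genes not being independent replicates). The 7 of them with at most 10% of their windows elsewhere had a median of only -0.069, and processed copies of other parents fell as well (median -0.271, 40 of 48 lower). Batches of libraries and a biological response that depends on genotype were not tested.

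The paper reports no comparison of Tau with WT neurons under AdipoRon, in which 73 genes passed an adjusted p of 0.05 (edgeR), 4 higher and 69 lower. They include 14 ribosomal protein genes, 27 pseudogenes and 23 other protein-coding genes. The explanations weighed above concern the 14 ribosomal protein genes, and Gbp2b, with the largest rise, is taken up under the other observations. For the rest of the 73 genes no biological explanation was tested.

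Markers of microglia and of the oligodendrocyte lineage, which the paper does not discuss, were lower in Tau than in WT cultures with DMSO, with NES of -2.74 (adjusted p = 2.7e-15, fgsea) and -2.62 (adjusted p = 7.2e-12, fgsea). Over the alternatives the adjusted p ran from 1.4e-37 to 8.6e-10 for microglia and from 4.6e-38 to 2.8e-07 for the oligodendrocyte lineage (fgsea and cameraPR). Of single genes, 0 passed over all genes in either list, with 12 and 13 at an unadjusted p under 0.05, and 0 and 12 passed adjusted over the list alone. No microglia marker is in another list tested here, and 1 oligodendrocyte marker (Pdgfra) is also a meningeal marker. The most abundant markers moved less than the medians of their lists (-0.784 and -1.24): Lyz2 (log2 CPM 8.71) by -0.51 and Olig1 (9.42) by -0.24.

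Transcript length and GC content are argued against by a microglia median of -0.780, with 95% of matched lists between -0.064 and 0.049. A larger share of neurons would lower every other cell type alike, but astrocyte markers had a median of only -0.012 (NES -0.978, adjusted p = 0.55, fgsea). Excitatory neuron markers were higher in Tau cultures (NES 1.71, adjusted p = 0.014, fgsea), which goes with a larger share of neurons as a part of the cause, while interneuron markers were lower (NES -1.66, adjusted p = 0.032, fgsea). Both calls were lost under cameraPR with a correlation of 0.05 (adjusted p = 0.091 and 0.27). Lysosome genes enriched in microglia were lower than other lysosome genes by -0.297 (p = 2.0e-04, permutation with 10000 draws). This goes with fewer microglia in the Tau cultures. It cannot tell fewer microglia from lower expression within them, since both would lower genes enriched in microglia. Different shares of the sexes are argued against by the same genes as above, whose lowest log2 fold change was -0.177 (Xist, standard error 1.36) in this comparison, under the same condition. Differences between litters and dissections, and an effect of the tau genotype on glia, were not tested. Neither was fibril seeding, which differs between these cultures if WT neurons were not seeded.

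Delayed activity-regulated genes, a list the paper does not discuss, fell with AdipoRon in both Tau and WT neurons, with NES of -2.42 (adjusted p = 5.2e-10, fgsea) and -2.41 (adjusted p = 1.6e-08, fgsea). Of its 18 genes, 17 fell in each genotype, 10 and 14 passed over all genes (edgeR), and 14 and 16 passed adjusted over the list alone. Among these, Nptx1 rose, and it passed over all genes in WT neurons only (log2 fold change 1.47). The paper itself names 2 of them. Length and GC content are argued against by a median of -1.70 in Tau neurons, with 95% of matched lists between -0.13 and 0.091. Loss of neurons as the whole cause is argued against by smaller falls of neuron markers, with medians of -0.149 (excitatory) and -0.220 (interneurons) in Tau and -0.263 and -0.355 in WT neurons, where the delayed list had -1.26. Loss of interneurons as a part of the cause cannot be told apart from lower expression within them, since their markers had an NES of -1.96 in WT (adjusted p = 0.0054, fgsea) and -1.65 in Tau neurons (adjusted p = 0.11, fgsea). Lower neuronal activity is a candidate explanation, since the separate list of rapid activity-regulated genes fell too (NES -2.31 in Tau neurons, adjusted p = 2.3e-07, fgsea). The rapid list fell further in Tau than in WT neurons, with an NES of -1.85 for the difference (adjusted p = 0.011, fgsea), and the delayed list had -1.55 (adjusted p = 0.17, fgsea). With DMSO, which enters that difference, the delayed (NES 1.88, adjusted p = 0.0041, fgsea) and rapid lists (NES 1.59, adjusted p = 0.0475, fgsea) were higher in Tau neurons. CameraPR with a correlation of 0.05 lost the difference of the rapid list (adjusted p = 0.38) and both calls with DMSO (adjusted p = 0.053 and 0.23). A direct effect of AdipoRon on these genes without a change in firing was not tested.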

How the results depend on the processing

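No paired analysis was possible because values per sample were not used here, although samples of one animal were used in each treatment. For the same reason DESeq2 or edgeR on counts, a replicate block, leaving out each replicate and other splits of the samples were not run. The alternatives with z scores divided by their robust SD, with exchanged standard errors and without genes of shared sequence were chosen after seeing the data.

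Genes past the threshold numbered 1 between Tau and WT neurons with DMSO, 138 with AdipoRon in Tau neurons, 656 with AdipoRon in WT neurons, 73 between the genotypes with AdipoRon, and 137 with AdipoRon in both. At an adjusted p of 0.01 the last 4 were 80, 395, 25 and 78. Among genes above the median of mean expression they were 43, 251, 16 and 41, and the first was 0, as it was among genes tested in all 4 tables, since Gbp2b is not among either set of genes. Benjamini-Yekutieli adjustment gave 63, 324 and 15 for AdipoRon in Tau neurons, AdipoRon in WT neurons and the genotypes with AdipoRon. Division of z scores by their robust SD gave 953 between Tau and WT neurons with DMSO, 710 with AdipoRon in Tau neurons, 677 between the genotypes with AdipoRon, and 873 for the difference between the AdipoRon responses, which had 0 genes otherwise (183 at an unadjusted p under 0.05). With the standard errors of the WT comparison, 582 genes passed with AdipoRon in Tau neurons. Voltage-gated channel genes past the threshold fell from 6 to 2 with AdipoRon in Tau and from 11 to 5 in WT neurons among genes above the median of mean expression. Apart from Gbp2b, the cause was not tested.

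Of 32 pathway lists, 8 passed between the genotypes with AdipoRon and 13 with DMSO (fgsea). CameraPR gave 4 and 2 of the former at correlations of 0.01 and 0.05, and 1 of the latter at 0.05. For the difference between the AdipoRon responses, 2 passed, against 1 when ranked by log2 fold change, 1 and 1 with cameraPR, 4 among genes above the median of mean expression and 4 without genes of shared sequence. Of 8 marker lists, 5 passed between Tau and WT neurons with DMSO and 3 with cameraPR at 0.05. With AdipoRon in Tau neurons 0 passed, against 1 with cameraPR at 0.01 and 1 above the median of mean expression. For the difference between the AdipoRon responses 2 passed, against 1 and 0 with cameraPR and 1 above the median of mean expression. The cause was not tested.

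Of 1134 single list results under alternatives, 976 kept their direction and side of the threshold, 73 were weaker, 23 stronger and 62 changed direction, all of these past the threshold in neither setting. Ranking by log2 fold change (fgsea) reversed 10 results, with the adjusted p in brackets: for AdipoRon in WT neurons, meningeal fibroblast markers (0.73), voltage-gated calcium channel alpha subunits (0.842). With AdipoRon, between Tau and WT neurons, metabotropic glutamate receptor family (0.673), nicotinic ACh receptor family (0.657), voltage-gated potassium channels (0.944) and voltage-gated sodium channel alpha subunits (0.881) were reversed too. Comparing Tau with WT neurons with DMSO, ACh receptor cluster Fig. 2C (0.851), GABA receptor cluster Fig. 2C (0.993), metabotropic glutamate receptor family (0.851) and nicotinic ACh receptor family (0.851) were reversed too. CameraPR with a correlation of 0.01 reversed 15 results, with the adjusted p in brackets: for Tau against WT neurons with DMSO, meningeal fibroblast markers (0.813), 5-HT receptor family (0.898), metabotropic glutamate receptor family (0.946). For the difference between the AdipoRon responses, oligodendrocyte lineage markers (0.926), base excision repair (0.977), fatty acid metabolism (0.972), fatty acid metabolism Fig. 3H (0.886), lysosome (0.869), lysosome Fig. 2D (0.977), nicotinic ACh receptor family (0.977) and voltage-gated potassium channels (0.977) were reversed too. For Tau against WT neurons with AdipoRon, metabotropic glutamate receptor family (0.745), voltage-gated potassium channels (0.63) and voltage-gated sodium channel alpha subunits (0.792) were reversed too. For AdipoRon in WT neurons, lysophosphatidic acid receptor family (0.968) was reversed too. CameraPR with a correlation of 0.05 reversed 15 results, with the adjusted p in brackets: for Tau against WT neurons with DMSO, meningeal fibroblast markers (0.845), 5-HT receptor family (0.931), metabotropic glutamate receptor family (0.973). For the difference between the AdipoRon responses, oligodendrocyte lineage markers (0.943), base excision repair (0.994), fatty acid metabolism (0.994), fatty acid metabolism Fig. 3H (0.994), lysosome (0.994), lysosome Fig. 2D (0.994), nicotinic ACh receptor family (0.994) and voltage-gated potassium channels (0.994) were reversed too. With AdipoRon, between Tau and WT neurons, metabotropic glutamate receptor family (0.79), voltage-gated potassium channels (0.79) and voltage-gated sodium channel alpha subunits (0.832) were reversed too. For AdipoRon in WT neurons, lysophosphatidic acid receptor family (0.97) was reversed too. Genes above the median of mean expression (fgsea) reversed 15 results, with the adjusted p in brackets: for AdipoRon in Tau neurons, excitatory neuron markers (0.182), microglia markers (0.761). For AdipoRon in WT neurons, excitatory neuron markers (0.525) and voltage-gated calcium channel alpha subunits (0.344) were reversed too. For the difference between the AdipoRon responses, astrocyte markers (0.698), fatty acid metabolism (0.899), metabotropic glutamate receptor family (0.438) and voltage-gated sodium channel alpha subunits (0.493) were reversed too. Comparing Tau with WT neurons with AdipoRon, steroid biosynthesis (0.864), voltage-gated potassium channels (0.055) and voltage-gated sodium channel alpha subunits (0.78) were reversed too. For Tau against WT neurons with DMSO, GABA receptor cluster Fig. 2C (0.295), metabotropic glutamate receptor family (0.0986), vacuolar ATPase subunits (0.903) and voltage-gated sodium channel alpha subunits (0.858) were reversed too. Leaving out microglia-enriched genes (fgsea) reversed 2 results, with the adjusted p in brackets: for the difference between the AdipoRon responses, lysosome (0.997), lysosome Fig. 2D (0.966). Leaving out genes with over 25% of their windows elsewhere (fgsea) reversed 5 results, with the adjusted p in brackets: for Tau against WT neurons with AdipoRon, voltage-gated potassium channels (0.888), voltage-gated sodium channel alpha subunits (0.775). Between Tau and WT neurons with DMSO, 5-HT receptor cluster Fig. 2C (0.908) and metabotropic glutamate receptor family (0.849) were reversed too. For the difference between the AdipoRon responses, fatty acid metabolism Fig. 3H (0.642) was reversed too. The cause was not tested.

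The correlation of AdipoRon in Tau neurons with the genotype effect turned to 0.0829 with Tau against WT neurons under AdipoRon in place of DMSO, since the shared samples then enter with the opposite sign. The neighbours of Gbp2b with AdipoRon passed 0.05 only with 25 genes on each side (p = 0.0197, permutation with 10000 random runs), and the cause was not tested. Of 601 single gene results, 585 were the same, 4 were weaker with Benjamini-Yekutieli adjustment and 12 stronger with z scores divided by their robust SD. Low expression limits the fold change of Gbp2b, and the depth per sample is unknown.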

Differences from the paper's values

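The paper gives Gbp2b a fold of 6 in Tau against WT neurons, where the fold from the deposited log2 fold change was 67.0, which is a log2 fold change of 6.07, and on that scale the values do not differ. None of the alternatives set before the data were examined changes this fold, since they alter thresholds and gene sets but not fold changes.

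The paper reports a rise of AdipoR1 with AdipoRon in Tau neurons. Adipor1 had a log2 fold change of 0.16 there in the authors' deposited table, with a recovered 95% confidence interval from -0.34 to 0.66, and no setting that was run called it. All of these settings start from the edgeR test, while the caption of Fig. S1 names a t-test or ANOVA. That test could not be repeated without values per sample.

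The paper reports no differences in the expression of voltage-gated channels, without naming the comparison. Between Tau and WT neurons 0 channel genes passed an adjusted p of 0.05 (edgeR), with 0 at an unadjusted p under 0.05. If the statement also covers treatment, the values differ from it, since with AdipoRon 6 passed in Tau and 11 in WT neurons, and no setting that was run brought these counts to 0.

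The paper reports that lysosome genes did not differ significantly between Tau and WT neurons. Between these neurons with DMSO, the NES was -1.94 (adjusted p = 2.6e-05, fgsea) for the lysosome list and -2.23 (adjusted p = 5.0e-06, fgsea) for the genes of Fig. 2D. With cameraPR at a correlation of 0.05 neither passed the threshold (adjusted p = 0.23 for the lysosome list and 0.0531 for Fig. 2D), and under the other alternatives both did.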

Other observations

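Of the tests below, that of the genes flanking Gbp2b was chosen before the result was seen, and all others only after it.

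Gbp2b was higher in Tau than in WT neurons with and without AdipoRon. Flanking DNA of the transgene or of another strain may be a cause, and it cannot be told apart from an effect of the tau genotype. Fibril seeding cannot be told apart from genotype either, if WT neurons were not seeded. The 20 nearest tested genes did not stand out from other runs of neighbours with DMSO (p = 0.740, permutation with 10000 random runs), but a flanking stretch shorter than these genes or a variant in Gbp2b itself would leave them unmoved. With AdipoRon the p was 0.129, and with 50 neighbours it was 0.229 with DMSO and 0.0197 with AdipoRon.

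Fewer genes passed the threshold with AdipoRon in Tau than in WT neurons. A weaker response of Tau neurons is argued against by a median ratio of 0.970 between the log2 fold changes of Tau and WT neurons over the genes past the threshold in WT neurons. Larger standard errors in the Tau comparison are a candidate explanation, since the Tau fold changes with the standard errors of the WT comparison gave 582 genes, against 591 in WT neurons among the same 19890 genes. What enlarged these standard errors was not tested.

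Lysosome genes were lower in Tau than in WT cultures with DMSO. Fewer microglia as the whole cause cannot be told apart from a fall within neurons, since the list without microglia-enriched genes still had an NES of -1.79 but microglia also express the genes that remain. Transcript length and GC content cannot be told apart as a cause of this fall for the genes listed by hand, whose median of -0.0228 lay inside the -0.0269 to 0.014 of matched lists, while the genes of Fig. 2D lay outside (-0.0769, against -0.0332 to 0.0186). They are argued against for the rise of lysosome genes with AdipoRon (median 0.166 in Tau neurons, with 95% of matched lists between -0.025 and 0.061) and for the fall of potassium channel genes with AdipoRon (median -0.400, against -0.054 to 0.099). No biological explanation was tested for these patterns.

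DNA replication genes rose with AdipoRon in both genotypes. More dividing cells are argued against in Tau neurons by proliferating cell markers, of which 15 of 18 were lower (NES -1.16, adjusted p = 0.49, fgsea). In WT neurons more dividing cells cannot be told apart from other causes, since these markers went both ways, 11 higher and 7 lower (NES 1.02, adjusted p = 0.56, fgsea). The response of these markers differed between the genotypes (NES -1.69, adjusted p = 0.036, fgsea), a call lost under cameraPR at both correlations (adjusted p = 0.089 and 0.28) and among genes above the median of mean expression (adjusted p = 0.18, fgsea). Proliferating cell markers were lower in Tau than in WT cultures with DMSO (NES -2.58, adjusted p = 7.2e-12, fgsea), as 18 of 18 genes.

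The log2 fold change of Mapt was -0.05 (standard error 0.33) and that of Prnp 0.25 (0.31) in the authors' deposited table of Tau against WT neurons with DMSO. The transgene is a human cDNA and reads were aligned to a mouse genome, so these values do not show how strongly the transgene was expressed. Across 19614 genes, the log2 fold changes of Tau against WT neurons and of AdipoRon in Tau neurons, which share samples, correlated at r = -0.221, where simulations with no effect and independent cultures gave a mean of -0.501, and genes are not independent replicates. For AdipoRon in WT neurons r was -0.0308, where simulations gave 0.523. Tau against WT neurons with DMSO and with AdipoRon, which share no culture, correlated at r = 0.635. Samples of one animal were used in each treatment, so differences between animals or litters can raise this r without an effect of genotype, and the 6.2e-04 of simulations with independent groups is no reference for it.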
